# N-terminus of *Drosophila melanogaster* MSL1 is critical for dosage compensation

**DOI:** 10.7554/eLife.93241

**Published:** 2024-12-19

**Authors:** Valentin Babosha, Natalia Klimenko, Anastasia Revel-Muroz, Evgeniya Tikhonova, Pavel Georgiev, Oksana Maksimenko

**Keywords:** sex determination, RNA-protein interaction, MSL complex, transcription factor, MSL2, MSL3, *D. melanogaster*

## Abstract

The male-specific lethal complex (MSL), which consists of five proteins and two non-coding roX RNAs, is involved in the transcriptional enhancement of X-linked genes to compensate for the sex chromosome monosomy in *Drosophila* XY males compared with XX females. The MSL1 and MSL2 proteins form the heterotetrameric core of the MSL complex and are critical for the specific recruitment of the complex to the high-affinity ‘entry’ sites (HAS) on the X chromosome. In this study, we demonstrated that the N-terminal region of MSL1 is critical for stability and functions of MSL1. Amino acid deletions and substitutions in the N-terminal region of MSL1 strongly affect both the interaction with roX2 RNA and the MSL complex binding to HAS on the X chromosome. In particular, substitution of the conserved N-terminal amino-acids 3–7 in MSL1 (MSL1^GS^) affects male viability similar to the inactivation of genes encoding roX RNAs. In addition, MSL1^GS^ binds to promoters such as MSL1^WT^ but does not co-bind with MSL2 and MSL3 to X chromosomal HAS. However, overexpression of MSL2 partially restores the dosage compensation. Thus, the interaction of MSL1 with roX RNA is critical for the efficient assembly of the MSL complex on HAS of the male X chromosome.

## Introduction

At present, it is unknown how transcription-regulating complexes bind only to certain chromatin regions that do not have a pronounced sequence specificity relative to other genome sites. Dosage compensation in *Drosophila* is a striking example of the specific recruitment of transcription complexes (Lucchesi, 2018). Dosage compensation equalizes the expression of different doses of X chromosomes in females (X/X) and males (X/Y), which is achieved by doubling the expression of genes on one X chromosome in males to match the level of gene expression on two chromosomes in females (Ferrari et al., 2014; Kuroda et al., 2016; Lucchesi, 2018; Samata and Akhtar, 2018). Currently, there is no consensus on the mechanisms that determine dosage compensation (Birchler and Veitia, 2021; Vensko and Stone, 2015). It is most likely that dosage compensation in males is the result of the simultaneous effect of activation of gene transcription on the X chromosome and the inverse dosage effect, which consists of a decrease in the expression of autosomal genes (Birchler, 2016; Ferrari et al., 2014; Kuroda et al., 2016; Lucchesi, 2018; Samata and Akhtar, 2018; Zhang et al., 2021).

A multisubunit complex that binds only to the X chromosome of males was discovered (Ferrari et al., 2014; Kuroda et al., 2016; Lucchesi, 2018; Samata and Akhtar, 2018), and it was proposed that this complex is involved in equalizing the expression of genes on the X chromosomes of males and females. The complex, named male-specific lethal, consists of five proteins, male-specific lethal (MSL)1, MSL2, MSL3, males-absent on the first protein (MOF), and maleless (MLE). Two non-coding RNAs are included, namely roX1 (3.7 kb) and roX2 (0.6 kb), which perform partially redundant functions (Kim et al., 2018; Kuroda et al., 2016; Meller and Rattner, 2002; Samata and Akhtar, 2018). The proteins MSL1, MSL3, MOF, and MLE are also expressed in females. These proteins, and are involved in the regulation of gene expression processes that are unrelated to X chromosome dosage compensation (Samata and Akhtar, 2018). The MSL2 protein is male-specific, and the expression of the *msl-2* gene is controlled by the sex-lethal (SXL) protein, which binds to *msl-2* mRNA in females and blocks protein translation (Beckmann et al., 2005). Therefore, the MSL2 protein is thought to play a key role in the specific binding of the MSL complex to the X chromosome in males.

The N-terminus of MSL2 contains a really interesting new gene (RING) domain, which functions as a ubiquitin E3 ligase (Villa et al., 2012; Wu et al., 2011). MSL2 has been shown to induce the ubiquitination of itself as well as other subunits of the MSL complex. The MSL1 protein functions as a scaffold for the assembly of the MSL complex (Gorman et al., 1993; Kadlec et al., 2011; Palmer et al., 1993; Scott et al., 2000), as the N-terminal coiled-coil domain (Hallacli et al., 2012) of MSL1 facilitates homodimerization and interacts with the N-terminal RING domain of MSL2. The PEHE domain located in the C-terminal region of MSL1 is responsible for interactions with MSL3 and MOF (Kadlec et al., 2011; Scott et al., 2000). MSL1 and MSL2 form the structural core of the complex, whereas MLE—an ATP-dependent RNA/DNA helicase belonging to the DEAD box family—interacts with the roX1 and roX2 RNAs to induce their unwinding (Ilik et al., 2017; Maenner et al., 2013; Meller et al., 2000). This interaction allows both RNAs to bind MSL2 and possibly MSL1 (Müller et al., 2020), combining MLE, MSL2, and other MSL proteins into a single complex.

In addition to the MSL complex, lysine acetyltransferase MOF forms the catalytic core of the nonspecific lethal complex (NSL), which is recruited to promoters located on all chromosomes of both sexes and is responsible for strong transcriptional activation (Sheikh et al., 2019). Unlike the MSL complex, in which MOF moderately stimulates transcription during RNA polymerase II elongation (Ferrari et al., 2014; Kuroda et al., 2016), the NSL complex strongly increases the transcription at the initiation step (Sheikh et al., 2019). In males, formation of the MSL complex titrates MOF from the NSL complex, resulting in a decrease in its activity at all promoters (Prestel et al., 2010; Sun et al., 2013). This may be one of the reasons for the inverse dose effect, which consists of a decrease in the expression of autosomal genes (Birchler and Veitia, 2021).

An incomplete MSL1-MSL2 subcomplex can bind to a reproducible set of several hundreds of sites on the X chromosome, referred to as the primary chromatin entry sites (CESs) (Alekseyenko et al., 2008) or HAS (Straub et al., 2008). A GA-rich motif within the HAS/CES, which serves as an MSL recognition element (MRE), is important for the MSL complex targeting (Alekseyenko et al., 2008; Straub et al., 2008). Structural analysis and an in vitro genome-wide DNA binding assay showed that MSL2, through its CXC and proline/basic-residue-rich domains, specifically recognizes and binds to a subclass of HAS-named pioneering sites on the X (PionX) (Fauth et al., 2010; Villa et al., 2016; Zheng et al., 2014).

The zinc-finger protein chromatin-linked adaptor for MSL proteins (CLAMP) was found to be significant for the specific recruitment of the MSL complex to the male X chromosome (Eggers et al., 2023; Larschan et al., 2012; Soruco et al., 2013). CLAMP is an essential protein in *Drosophila* that binds thousands of GA-rich sequences genome-wide in both sexes (Kuzu et al., 2016; Soruco et al., 2013; Urban et al., 2017). In particular, CLAMP binds to GA repeats in HAS and is involved in the organization of open chromatin in these genome regions (Albig et al., 2019; Urban et al., 2017). CLAMP has an N-terminal unstructured dimerization domain (Tikhonova et al., 2022a) and promotes long-range chromatin interactions that mediate the dosage compensation of the male X chromosome (Jordan and Larschan, 2021). CLAMP also directly interacts with the MSL2 (Albig et al., 2019; Eggers et al., 2023; Tikhonova et al., 2022b; Tikhonova et al., 2019) and MLE (Quinn et al., 2014; Tikhonova et al., 2024) proteins.

The CLAMP interaction and CXC domains of MSL2 have partially redundant functions for the recruitment of the MSL complex to the X chromosome (Tikhonova et al., 2019). A previous study (Li et al., 2005) showed that the N-terminal 265 amino acids region of MSL1 could bind to approximately 30 sites on polytene X chromosomes in females that exogenously express MSL2, and the first 26 aa are essential for such binding. The authors suggested that the N-terminal sequences of MSL1 can bind to DNA and facilitate the specific recruitment of MSL to the male X chromosome. However, further studies examining the mechanisms of the MSL complex recruitment to the male X chromosome have concentrated on MSL2 as this is the only dosage compensation protein that is exclusively expressed in males [see review Kuroda et al., 2016; Lucchesi, 2018; Samata and Akhtar, 2018]. Although MSL1 represents a core protein of the MSL complex (Gorman et al., 1993; Palmer et al., 1993; Scott et al., 2000), MSL1 can also independently interact with gene promoters (Chlamydas et al., 2016, p. 2; Straub et al., 2013).

Here, we tested the functional role of different regions in the N-terminal 1–85 aa region of MSL1. Deletion of the 1–15 aa results in the instability of MSL1. Unexpectedly, we found that the simultaneous replacement from 3 to 7 aa from the N-terminus or deletion from 41 to 65 aa of MSL1 strongly influences the binding of the MSL complex on the male X chromosome. These mutations also affect the interaction of MSL1 with roX2 RNA. Thus, the N-terminal region of MSL1 performs key functions in the recruitment of the MSL complex to the X chromosome.

## Results

### The N-terminal 85 amino acids of MSL1 are critical for the activity of the MSL complex

The principal goal of the work is to study the functional role of the N-terminal 85 aa MSL1 followed by the coiled-coil domain involved in homodimerization and interaction with MSL2. With the exception of the coiled-coil domain, the first 15 amino acids represent the most conserved region within the N-terminus of MSL1 among Drosophilidae (Figure 1A). However, among different families of Diptera (Figure 1—figure supplement 1), a high level of homology was only observed for the coiled-coil region, which is required for interactions with MSL2 (Hallacli et al., 2012). The N-terminal amino acids are also conserved among representatives within each of the Diptera families (Figure 1—figure supplement 1), but not across families. For example, the MSL1 of *Anopheles* mosquitoes, which are closely related to *Drosophila melanogaster*, features a completely different N-terminal domain.

**Figure 1.**
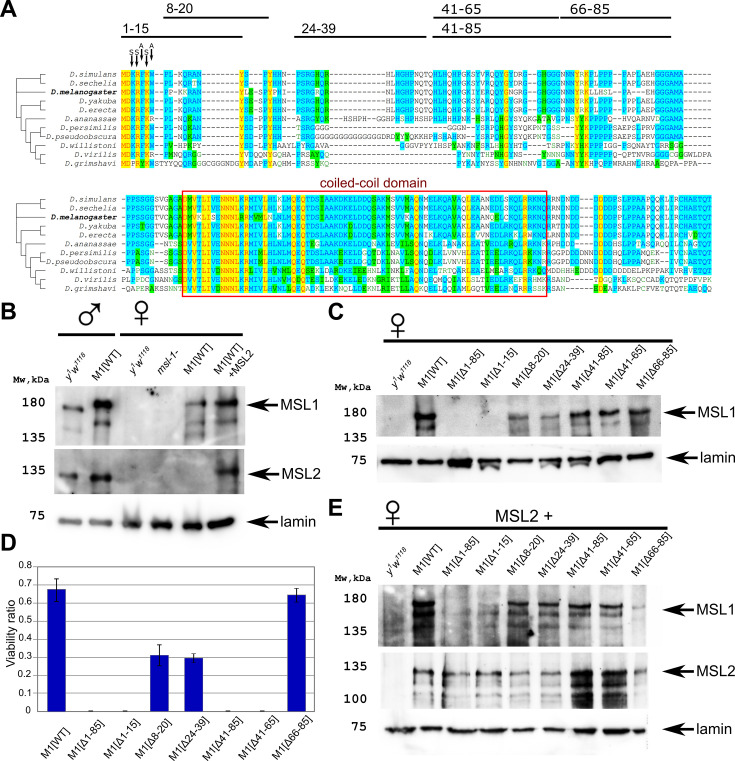
Testing the functional activity of male-specific lethal (MSL)1 mutants. (**A**) Schematic presentation of the MSL1 deletion proteins expressed in flies. Alignment of the N-terminal domain (1–207 aa) of MSL1 among Drosophilidae. (**B**) Immunoblot analysis of protein extracts prepared from adult males *y^1^w^1118^* (control) and *msl-1*^−^; *Ubi:msl-1^WT^/ Ubi:msl-1^WT^(M1[WT]),* and from adult females *y^1^w^1118^* (control), *^–^msl-1*^−^ *(msl-1^L60^/msl-1*^γ269^*)*, M1[WT] (*msl-1*^−^; *Ubi:msl-1^WT^*/*Ubi:msl-1^WT^*), and M1[WT]+MSL2 (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG* / *Ubi:msl-1^WT^*). Immunoblot analysis was performed using anti-MSL1, anti-MSL2, and anti-lamin Dm0 (internal control) antibodies. (**C**) Immunoblot analysis of protein extracts prepared from adult females expressing different MSL1 protein variants (MSL1^WT^, MSL1^Δ1-85^ MSL1^Δ1-15^, MSL1^Δ8-20^ MSL1^Δ24-39^, MSL1^Δ41-85^, MSL1^Δ41-65^, MSL1^Δ66-85^) and *y^1^w^1118^* females (control). Immunoblot analysis was performed using anti-MSL1, and anti-lamin Dm0 (internal control) antibodies. (**D**) Viability of males expressing MSL1 variants in the *msl-1*-null background (marked as M1[*]). Viability (as a relative percentage) of *msl-1*^−^*(msl-1^L60^/msl-1*^γ269^); Ubi:msl-1*/ Ubi:msl-1* males to *msl-1*^−^; Ubi:msl-1*/Ubi:msl-1* females obtained in the progeny of crosses between females and males with the *msl-1*^−^*/* CyO, GFP; Ubi:msl-1*/Ubi:msl-1* genotype. Ubi:msl-1* is any transgene expressing one of the tested MSL1 variants. The results are expressed as the mean of three independent crosses, with error bars showing standard deviations. (**E**) Immunoblot analysis of protein extracts prepared from adult female flies expressing MSL2-FLAG in combination with different MSL1 protein variants (MSL1^WT^, MSL1^Δ1-85^ MSL1^Δ1-15^, MSL1^Δ8-20^ MSL1^Δ24-39^, MSL1^Δ41-85^, MSL1^Δ41-65^, MSL1^Δ66-85^) and *y^1^w^1118^* females (control). Immunoblot analysis was performed using anti-MSL1, anti-MSL2, and anti-lamin Dm0 (internal control) antibodies. Figure 1—source data 1.Original files for the immunoblot blot analysis are in Figure 1B, C and E. Figure 1—source data 2.Files containing original immunoblots for Figure 1B, C and E, indicate the relevant bands. Figure 1—source data 3.The spreadsheet with numbers of males and females expressing male-specific lethal (MSL)1 variants in the *msl-1*-null background and obtained in three independent experiments.

**Figure 1—figure supplement 1.**
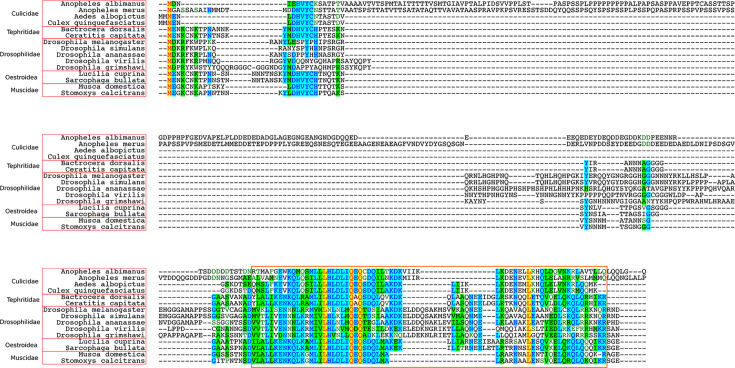
Alignment of the N-terminal region of male-specific lethal (MSL)1 among Diptera. Orange box – Coiled coil domain.

**Figure 1—figure supplement 2.**
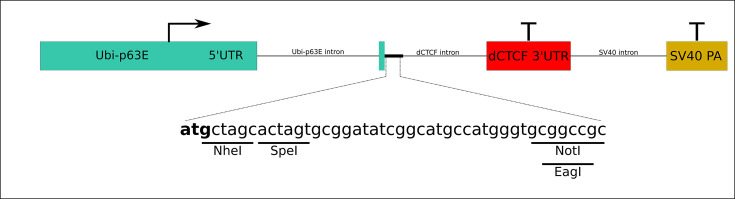
Scheme of the transgenic construct used to express male-specific lethal (MSL)1 variants. Green boxes – promoter and 5’UTR of *Ubi-p63E* gene; red box – 3’UTR with polyadenylation signal from *dCTCF* gene; yellow box – polyadenylation signal from SV40 virus. Lines correspond to introns. Letters show the polylinker region used for cloning of MSL1 cDNAs.

**Figure 1—figure supplement 3.**
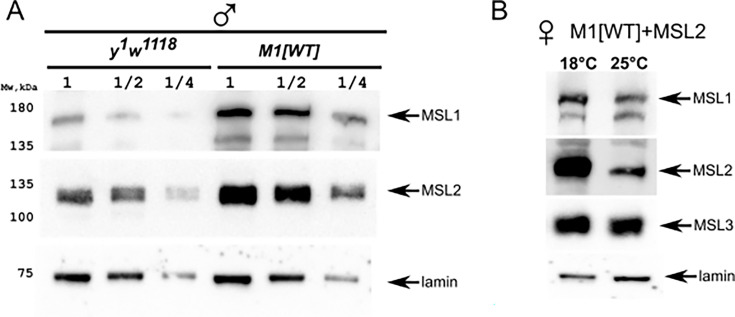
Immunoblot analysis of M1[wt] flies. (**A**) Comparing of male-specific lethal (MSL)1 expression in *y^1^w^1118^* and M1[wt] (*msl-1*^−^*; Ubi:msl-1^WT^/ Ubi:msl-1^WT^*) males. Male samples were titrated as twofold dilutions (‘1’, ‘1/2’, ‘1/4’). (**B**) Comparing of MSL1, MSL2, MSL3 expression in M1[wt]+MSL2 females (*msl-1*^−^*; Ubi:msl-2^WT^-FLAG / Ubi:msl-1^WT^*) growing at 18°C and 25°C. Immunoblot analysis was performed using anti-MSL1, anti-MSL2, anti-MSL3, and anti-lamin Dm0 (internal control) antibodies. Figure 1—figure supplement 3—source data 1.Original files for the immunoblot blot analysis are in Figure 1—figure supplement 3. Figure 1—figure supplement 3—source data 2.Files containing original immunoblots for Figure 1—figure supplement 3 indicating the relevant bands.

To evaluate the functional effects of N-terminal domain deletions in the MSL1 protein in vivo, we created transgenic flies expressing wild-type (MSL1^WT^) and mutant variants of MSL1 (MSL1^Δ1-85^, MSL1^Δ1-15^, MSL1^Δ8-20^, MSL1^Δ24-39^, MSL1^Δ41-85^, MSL1^Δ41-65^, and MSL1^Δ66-85^) (Figure 1A). The MSL1 variants were expressed under the control of a strong *Ubi-p63E* (Ubi) promoter (Figure 1—figure supplement 2). To avoid the influence of position effects on the expression of the MSL1 variants, all transgenes were inserted into the same genomic location (86F8) on the third chromosome using an φC31-based integration system (Bischof et al., 2007).

To determine the role played by the N-terminal sequence during the specific recruitment of the MSL complex in males, we crossed obtained transgenes into the null *msl-1*^−^ background (the *msl-1*^−^ background corresponds to the *msl-1^γ269^/msl-1^L60^* heterozygote) (Palmer et al., 1993). As shown previously, the main band detected in immunoblot analysis corresponds to a 170-kD protein that is considerably larger than the predicted 1039 aa protein (Palmer et al., 1994). Anomalous electrophoretic migration was explained by specific clusters of proline, acidic, or basic residues as well as potential post-translational modifications in particular ubiquitination. MSL1 is expressed 2.5–3 times stronger under the control of the Ubi promoter in the transgenic line than in wild-type males (*y^1^w^1118^* line) (Figure 1B, Figure 1—figure supplement 3A). Increased expression of MSL1 leads to the appearance of more MSL2, which is stabilized in a complex with MSL1. Similar results were obtained in females. In the absence of MSL2, the expression of MSL1 was lower in females compared to males (Figure 1B).

To compare the expression of the MSL1 variants in transgenic lines, we examined the levels of MSL1 expression in 2–3 day-old *msl-1*^−^ females, which are homozygous for the transgenes expressing MSL1 variants. Immunoblot analysis showed that all MSL1 variants, with the exception of MSL1^Δ1-85^ and MSL1^Δ1-15^, were expressed in transgenic females at nearly equivalent levels (Figure 1C). Surprisingly, MSL1^Δ1-85^ and MSL1^Δ1-15^ could not be detected by immunoblotting, suggesting the instability of these MSL1 variants.

Homozygous *msl-1*^−^ females remained viable, whereas males died during the late larva and early pupa stages (Gorman et al., 1993; Palmer et al., 1993). The transgenes, expressed MSL1^WT^ and MSL1^Δ66-85^, compensated for the viability of *msl-1*^−^ males, indicating that these MSL1 variants are functional (Figure 1D, Figure 1—source data 3). In MSL1^Δ24-39^ and MSL1^Δ8-20^ lines, male viability was reduced suggesting that dosage compensation is partially affected. In the end, all other tested mutant MSL1 proteins (MSL1^Δ1-15^, MSL1^Δ1-85^, MSL1^Δ41-65^, and MSL1^Δ41-85^) failed to compensate for the *msl-1*^−^ mutation in males (Figure 1D). Taken together, these results suggested that at least two regions (1–15 aa and 41–65 aa) in the N-terminus of MSL1 are critical for the functional activity of the MSL complex.

We then asked how MSL2 expression might affect the stability of MSL1 variants. To answer this question, we measured MSL1, and MSL2 proteins in *msl-1*^−^; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1* (Figure 1E). Again, immunoblotting showed that the amount of MSL1 was almost completely eliminated in females expressed either MSL1^Δ1-15^ and MSL2, or MSL1^Δ1-85^ and MSL2 (Figure 1E). All other MSL1 variants were present at the same level. Interestingly, there is no noticeable difference in the amount of MSL2 in all samples. Thus, the N-terminal 1–15 aa is essential for the stability of MSL1 independently of MSL2 presence.

### The N-terminus of MSL1 regulates the binding of the MSL complex to the X chromosome in females expressing MSL2

We next examined the extent to which deletions in the N-terminal region of MSL1 would affect the recruitment efficiency of the MSL complex to the male X chromosome. Immunostaining of polytene chromosomes from the salivary glands of *Drosophila* larvae allows the visualization of proteins on interphase chromatin and has been used extensively to study dosage compensation (Dahlsveen et al., 2006; Demakova et al., 2003; Li et al., 2005; Lyman et al., 1997; Meller and Rattner, 2002; Palmer et al., 1994). In the MSL1^Δ1-15^, MSL1^Δ41-85^, MSL1^Δ41-65^, and MSL1^Δ1-85^ mutant males, rare larvae surviving to 2–3 stages had the polytene chromosomes with poor morphology. For this reason, we used a previously described sensitive model system to study the factors required for the recruitment of the MSL complex to the X chromosome in females (Chang and Kuroda, 1998; Li et al., 2008; Morra et al., 2011; Palmer et al., 1994; Zhou et al., 1995). It was shown (Tikhonova et al., 2019), that MSL1 and MSL2 were specifically recruited to the X chromosome in transgenic females expressing MSL2^WT^-FLAG under the control of the Ubi promoter inserted into attP-line 86Fb (*Ubi:msl-2^WT^-FLAG*).

When the MSL2^WT^-FLAG was expressed in the *msl-1*^−^ background, we did not observe the binding of the MSL complex to the female X chromosome (data not shown). However, the binding of MSL1 and MSL2 to the X chromosome was detected in *msl-1*^−^ females when MSL2^WT^-FLAG was expressed simultaneously with either MSL1^WT^ or MSL1^Δ66-85^ (Figure 2, Figure 2—figure supplement 1). These results further supported that the 66–85-aa region is not essential for MSL1 function in dosage compensation.

**Figure 2.**
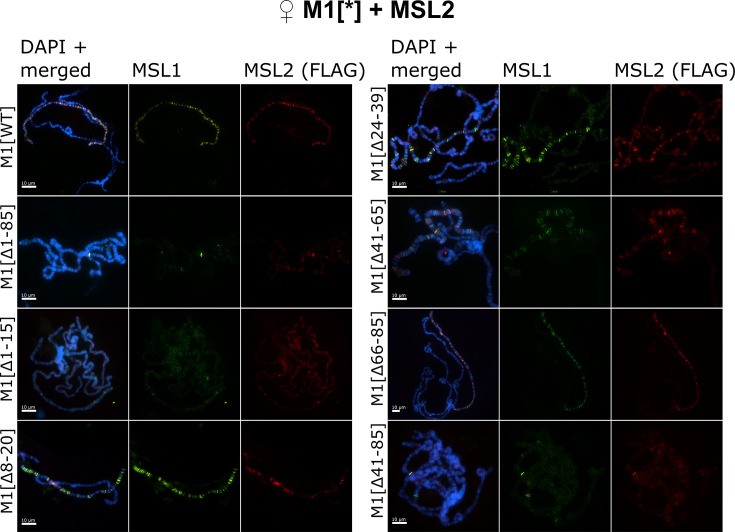
Testing the role of male-specific lethal (MSL)1 mutants in recruiting the MSL complex on the X chromosome in a female model system. Distribution of the MSL complex on the polytene chromosomes from third day female larvae expressing both MSL1^*^ variants and the MSL2^WT^-FLAG protein. Panels show the immunostaining of proteins using rabbit anti-MSL1 antibody (green) and mouse anti-FLAG antibody (red). DNA was stained with DAPI (blue). M1[WT](♀ *msl-1*^−^; *Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^*); M1[Δ1–85] (♀ *msl-1*^−^; *Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ1-85^*); M1[Δ1–15] (♀ *msl-1*^−^; *Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ1-15^*); M1[Δ8–20] (♀ *msl-1*^−^; *Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ8-20^*); M1[Δ24–39] (♀ *msl-1*^−^; *Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ24-39^*); M1[Δ41–85] (♀ *msl-1*^−^; *Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ41-85^*); M1[Δ41–65] (♀ *msl-1*^−^; *Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ66-85^*); M1[Δ66–85] (♀ *msl-1*^−^; *Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ66-85^*). Figure 2—source data 1.Raw files with images of polytene chromosomes.

**Figure 2—figure supplement 1.**
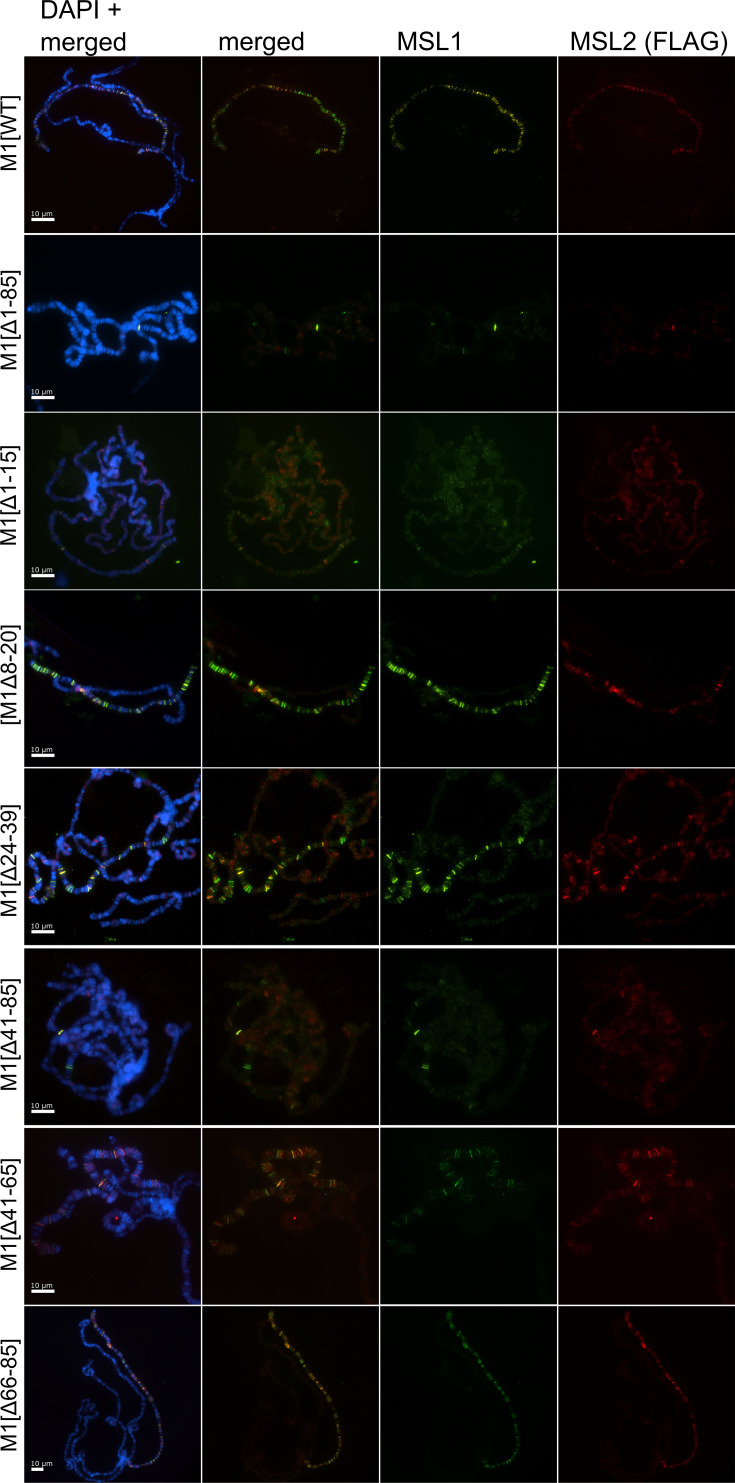
Testing the role of male-specific lethal (MSL)1 mutants in recruiting the MSL complex on the X chromosome in a female model system. Distribution of the MSL complex on the polytene chromosomes from third day female larvae expressing both MSL1 variants and the MSL2-FLAG protein. Panels show the immunostaining of proteins using rabbit anti-MSL1 antibody (green) and mouse anti-FLAG antibody (red). DNA was stained with DAPI (blue). M1[WT] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^*); M1[Δ1–85] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ1-85^*); M1[Δ1–15] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ1-15^*); M1[Δ8–20] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ8-20^*); M1[Δ24–39] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ24-39^*); M1[Δ41–85] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ41-85^*); M1[Δ41–65] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ66-85^*); M1[Δ66–85] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ66-85^*).

**Figure 2—figure supplement 2.**
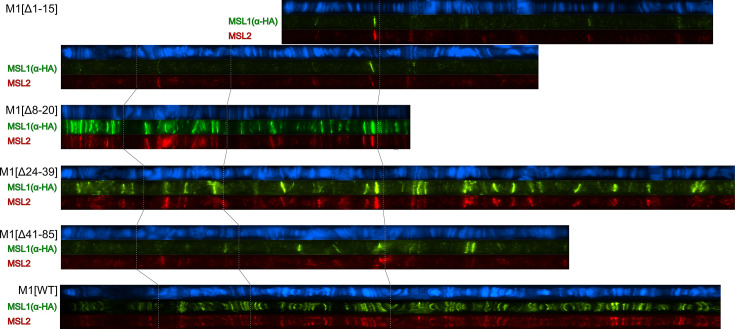
Cytological localization of male-specific lethal (MSL)1 variants and MSL2 on the straightened polytene chromosomes of the M1[Δ1–15] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ1-15^*); M1[Δ8–20] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ8-20^*); M1[Δ24–39] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ24-39^*); M1[Δ41–85] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ41-85^*); M1[WT] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^*). Panels show the immunostaining of proteins using mouse anti-HA antibody (green) and rabbit anti-MSL2 antibody (red). DNA was stained with DAPI (blue). Polytene chromosomes were stretched and compared using ImageJ 1.54 f/Fiji 2.14.0 software.

The expression of all MSL1 variants with deletions of the first 15-aa region (MSL1^Δ1-15^ and MSL1^Δ1-85^) resulted in the near-complete loss of the MSL complex binding to the X chromosome in females (Figure 2, Figure 2—figure supplement 1). This result is expected as immunoblotting showed a strong decrease of MSL1 level in MSL1^Δ1-15^/MSL2^WT^ and MSL1^Δ1-85^/MSL2^WT^ females (Figure 1E). Previous studies (Dahlsveen et al., 2006; Demakova et al., 2003; Lyman et al., 1997; Meller and Rattner, 2002; Palmer et al., 1994) showed that the inactivation of MSL3, MLE, or roX RNAs resulted in the recruitment of the MSL complex to a small proportion of bands that correspond to the main HAS, including regions of the *roX1* (3 F) and *roX2* (10 C) genes. In polytene chromosomes in the MSL1^Δ1-15^ and MSL1^Δ1-85^ lines, we found only two intense and several faint MSL1/MSL2 bands (Figure 2—figure supplement 2). Interestingly, additional MSL1/MSL2 bands were identified on the polytene autosomes, suggesting that the MSL proteins began to bind to lower affinity sites on autosomes (Figure 2—figure supplement 1). Thus, the deletion of the N terminal 15 aa affects not only the stability of MSL1 but also the specificity of MSL binding to the X chromosome.

The deletion of the 41–85 aa or 41–65 aa regions did not affect the stability of MSL1, but at the same time significantly reduced the binding of MSL proteins to the X chromosome. MSL1^Δ41-85^ and MSL2 bind to several bands on the X chromosome, many of which can also be identified as weak bands in the MSL1^Δ1-15^ and MSL1^Δ1-85^ lines (Figure 2, Figure 2—figure supplements 1 and 2). In comparison with MSL1^Δ1-15^ and MSL1^Δ1-85^, MSL proteins bind more efficiently with the MSL1^Δ41-85^ and MSL1^Δ41-65^ polytene chromosomes. However, the binding of the MSL complex to the X chromosome in MSL1 mutants was much weaker than previously suggested for a minimal MSL complex lacking either MSL3 or MLE (Dahlsveen et al., 2006). As the 66–85-aa deletion did not affect the activity of MSL1, we concluded that the 41–65-aa region is critical for MSL1 function.

Deletion of 24–39 aa, which separates the 1–15 aa and 41–65 aa regions in MSL1, only moderately affects the binding of the MSL2 and MSL1^Δ24-39^ proteins on polytene chromosomes (Figure 2, Figure 2—figure supplement 1). This observation indicates that the 1–15 aa and 41–65 aa regions have at least partially independent functions in recruiting of the MSL complex to the X chromosome in males. In MSL1^Δ8-20^ female larvae patterns of MSL1 and MSL2 binding to polytene chromosome are the same as in larvae expressed MSL1^Δ24-39^ (Figure 2, Figure 2—figure supplements 1 and 2). Thus, a deletion from 8 aa up to 20 aa only partially affects the functions of MSL1, in contrast to the complete inactivation of this protein by deleting the terminal 15 aa (MSL1^Δ1-15^).

### The N terminal 3-7 amino acids of MSL1 are critical for dosage compensation

Our results showed that MSL1^Δ1-15^ is unstable, while MSL1^Δ8-20^ only partially affects the specific recruitment of MSL to the X chromosome suggesting that the most terminal amino-acids are essential for functions. To test the role of the N-terminal amino acids (3-7) in the stability and functions of MSL1, we made several amino acids substitutions in this region. The N-terminal region contains well-conserved basic and aromatic amino acid residues (Figure 1A). We used data about the previously characterized MSL1 mutants (Li et al., 2005) in those three conserved basic amino acids, lysine 3, arginine 4, and lysine 6, or two conserved aromatic amino acids, phenylalanine 5 and tryptophan 7, were replaced by alanine. In our work, we replaced basic amino acids with serine, and aromatic amino acids – with alanine or glycine (Figure 3A). In result we obtained three different transgenes: MSL1^3S^ (K3S R4S K6S), MSL1^2A^ (F5A W7A), and MSL1^GS^ (K3S R4S F5G K6S W7G).

**Figure 3.**
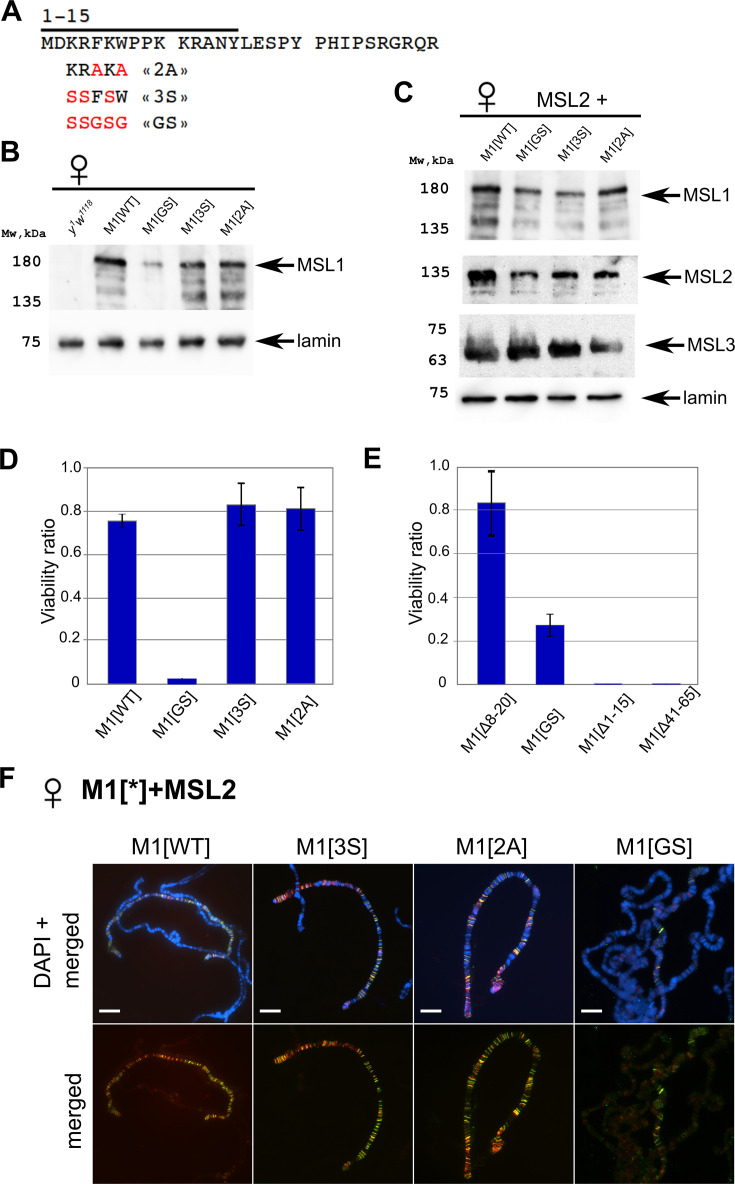
Testing the functional role of N-terminal amino acids 3–7 of male-specific lethal (MSL)1. (**A**) Schematic presentation of the mutations at the N-terminus of MSL1. (**B**) Immunoblot analysis of protein extracts prepared from adult female flies expressing different MSL1^*^ variants in the *msl-1*^−^ (*msl-1^L60^/msl-1*^γ269^) background (M1[WT]: MSL1^WT^; M1[2 A]: MSL1^F5A W7A^, M1[3 S]: MSL1^K3S R4S K6S^; M1[GS]: MSL1^K3S R4S F5G K6S W7G^). (**C**) Immunoblot analysis of protein extracts prepared from adult female flies expressing MSL2-FLAG in combination with different MSL1^*^ variants. Immunoblot analysis was performed using anti-MSL1, anti-MSL2, anti-MSL3, and anti-lamin Dm0 (internal control) antibodies. (**D**) Viability of males expressing MSL1 variants (marked as M1[*]) in the *msl-1*^−^ (*msl-1^L60^/msl-1*^γ269^) background. Viability (as a relative percentage) of *msl-1*^−^; Ubi:msl-1*/ Ubi:msl-1* males to *msl-1*^−^; Ubi:msl-1*/Ubi:msl-1* females obtained in the progeny of a cross between females and males with *msl-1*^−^*/* CyO, GFP; Ubi:msl-1*/Ubi:msl-1* genotype. Ubi:msl-1* is any transgene expressing one of the tested MSL1^*^ variants. (**E**) Viability of males expressing MSL2^WT^ and MSL1^*^ variants (marked as M1[*]) in the *msl-1*^−^ background. Viability (as a relative percentage) of *msl-1*^−^; Ubi:msl-2^WT^-FLAG /Ubi:msl-1* males to *msl-1*^−^; Ubi:msl-2^WT^-FLAG /Ubi:msl-1* females obtained in the progeny of cross between males *msl-1*^−^*/* CyO, GFP; Ubi:msl-1*/Ubi:msl-1* and females *msl-1*^−^*; Ubi:msl-2*/*Ubi:msl-2*. The results are expressed as the mean of three independent crosses, with error bars showing standard deviations. (**F**) Distribution of the MSL complex on the polytene chromosomes from third day female larvae expressing both MSL1* variants and the MSL2-FLAG protein. Panels show the merged results of immunostaining of MSL1 (green, rabbit anti-MSL1 antibody) and MSL2 (red, mouse anti-FLAG antibody). DNA was stained with DAPI (blue). Scale bar indicates 10 µm. Figure 3—source data 1.Original files for the immunoblot blot analysis in Figure 3B and C. Figure 3—source data 2.Files containing original immunoblots for Figure 3B and C indicating the relevant bands. Figure 3—source data 3.The spreadsheet with numbers of males and females expressing male-specific lethal (MSL)1 variants in the *msl-1*-null background and obtained in three independent experiments. Figure 3—source data 4.The spreadsheet with numbers of males and females expressing MSL2^WT^ and male-specific lethal (MSL)1 variants in the *msl-1*-null background and obtained in three independent experiments.

**Figure 3—figure supplement 1.**
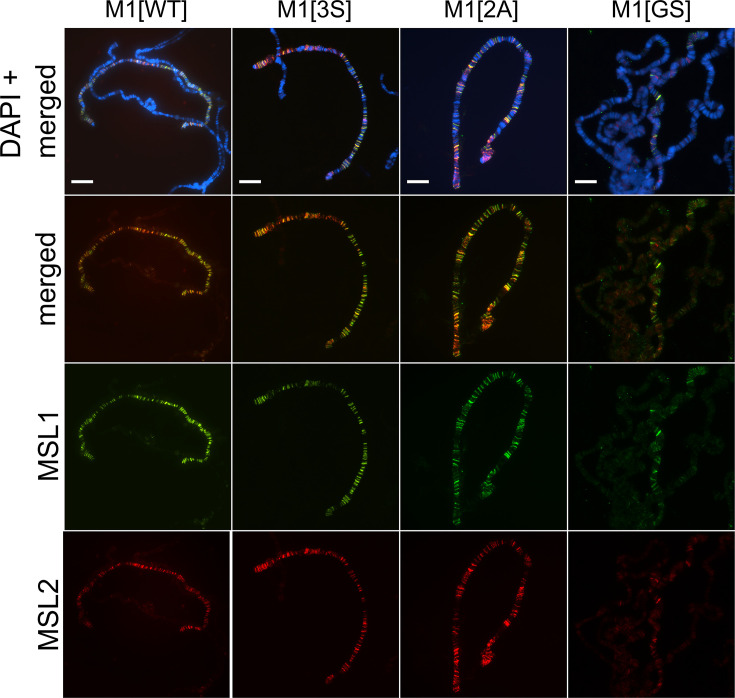
Distribution of the male-specific lethal (MSL) complex on the polytene chromosomes from third day female larvae expressing both MSL1* variants and the MSL2-FLAG protein. Panels show the results of immunostaining of MSL1 (green, rabbit anti-MSL1 antibody) and MSL2 (red, mouse anti-FLAG antibody). DNA was stained with DAPI (blue). M1[WT] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^*); M1[2 A] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^2A^*); M1[3 S] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^3S^*); M1[GS] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^GS^*). Scale bar indicates 10 µm.

**Figure 3—figure supplement 2.**
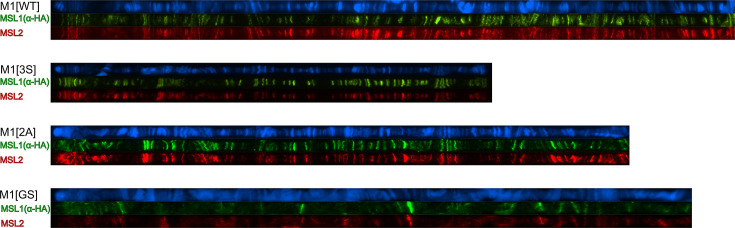
Cytological localization of male-specific lethal (MSL)1 variants and MSL2 on the straightened polytene chromosomes of the M1[WT] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^*); M1[2 A] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^2A^*); M1[3 S] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^3S^*); M1[GS] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^GS^*). Panels show the immunostaining of proteins using mouse anti-HA antibody (green) and rabbit anti-MSL2 antibody (red). DNA was stained with DAPI (blue).

To evaluate the functional effects of N-terminal amino acids of the MSL1 protein in vivo, we created transgenic flies expressing mutants MSL1^2A^, MSL1^3S,^ and MSL1^GS^ under the control of the Ubi promoter. All MSL1 variants were targeted by the HAx3 epitope at the C-termini (Figure 3A). MSL1^2A^ and MSL1^3S^ variants were expressed at levels comparable to MSL1^WT^ in 2–3 day-old *msl-1*^−^ females that are homozygous for the MSL1 transgenes (Figure 3B and C). At the same time, there was an approximately 1.5–2-fold decrease in the MSL1^GS^ protein compared to MSL1^WT^.

The transgenes, expressed MSL1^2A^ and MSL1^3S^, almost completely compensated for the viability of *msl-1*^−^ males, indicating that these MSL1 variants are functional (Figure 3D, Figure 3—source data 3). In the *msl-1*^−^ line expressing MSL1^GS^, the viability of males was strongly reduced. At the same time, increasing in MSL2 and a simultaneous decreasing in MSL1^GS^ expression partially restore the viability of MSL1^GS^/MSL2 males (Figure 3E, Figure 3—source data 4). In a similar way, the viability of MSL1^Δ8-20^/MSL2 males also is close to wild-type, but MSL1^Δ41-65^/MSL2 and MSL1^Δ1-15^/MSL2 males are still lethal.

According to the results obtained on males, MSL1^2A^ and MSL1^3S^ showed binding patterns like MSL1^WT^ on the larva polytene chromosome, while the MSL1^GS^ protein failed to effectively bind on the X chromosome in complex with MSL2 (Figure 3F, Figure 3—figure supplements 1 and 2). There are also binding sites for only MSL2 or MSL1^GS^ on the autosomes and the X chromosome. Taken the obtained results suggest that the N-terminal amino acids 3–7 additively contribute to specific recruitment of MSL on the X chromosome.

Next, we asked whether MSL1^Δ1-15^, MSL1^Δ8-20^, MSL1^Δ24-39^, MSL1^Δ41-65^, MSL1^GS^, MSL1^Δ1-85^, MSL1^Δ41-85^ variants exhibit similar stability when expressed in *Drosophila* male-like S2 cells. All MSL1 variants targeted by HAx3 were co-expressed with MSL2-FLAG in S2 cells (Figure 4A). MSL1^WT^ was stable and effectively immunoprecipitated with MSL2 (Figure 4B). Similar results were obtained with MSL1^Δ8-20^, MSL1^Δ24-39^, MSL1^Δ41-85^, MSL1^2A^, MSL1^3S^, and MSL1^GS^ (Figure 4B). Like in *Drosophila*, MSL1^Δ1-15^ and MSL1^Δ1-85^ were unstable and expressed at a very low level. These results confirm that the specific combinations of amino-acids at the N-terminus are required for the stability of the MSL1 protein.

**Figure 4.**
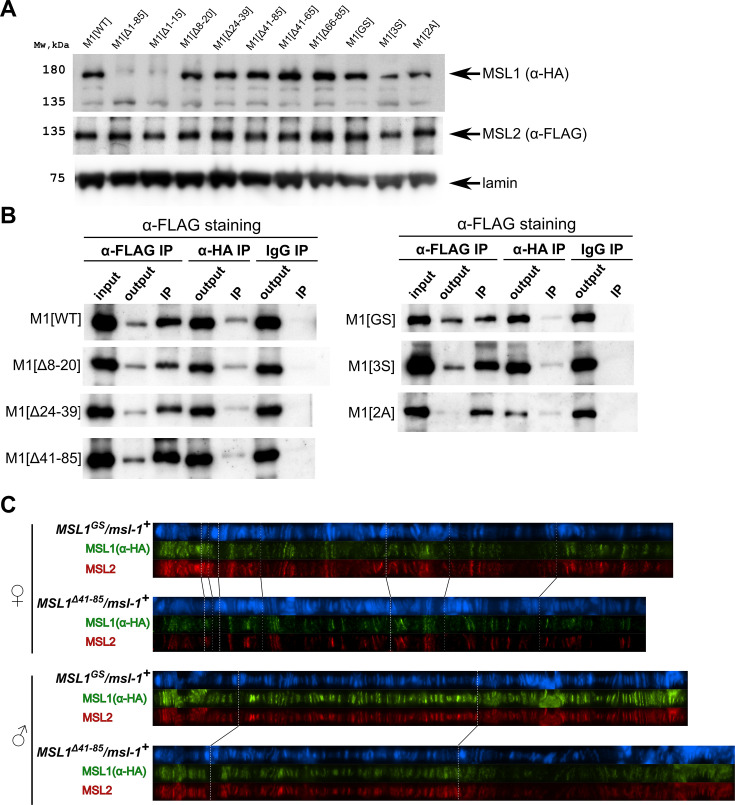
Testing the functional activity of mutant variants of the male-specific lethal (MSL)1 protein. (**A**). Immunoblot analysis of protein extracts prepared from S2 cells expressing MSL2-FLAG and different MSL1-HAx3 protein variants (M1[WT]: MSL1^WT^; M1[Δ*]: MSL1^Δ*^; M1[2 A]: MSL1^2A^, M1[3 S]: MSL1^3S^; M1[GS]: MSL1^GS^). Immunoblot analysis was performed using anti-HA (MSL1-HAx3 variants), anti-FLAG (MSL2-FLAG), and anti-lamin Dm0 (internal control) antibodies. (**B**) Protein extracts from *Drosophila* S2 cells co-transfected with different MSL1-HAx3 variants and MSL2-FLAG were immunoprecipitated with antibodies against FLAG or HA or nonspecific mouse IgG as a negative control. The immunoprecipitates were analyzed by immunoblotting for the presence of FLAG-tagged proteins in immunoprecipitated samples. (**C**) Distribution of the MSL1*-HA and MSL2-FLAG on the polytene chromosomes from third day female or male larvae expressing one of MSL1*-HA variants and MSL2-FLAG at the wild-type background (msl-1^+^; Ubi:msl-2^WT^-FLAG /Ubi:msl-1*). Panels show the merged results of immunostaining of MSL1*-HA (green, mouse anti-HA antibody) and MSL2 (red, rabbit anti-MSL2 antibody). DNA was stained with DAPI (blue). Figure 4—source data 1.Original files for the immunoblot blot analysis are in Figure 4A and B. Figure 4—source data 2.Files containing original immunoblots for Figure 4A and B indicating the relevant bands.

The results in S2 cells showed that MSL1^Δ41-85^ and MSL1^GS^ can co-immunoprecipitate with MSL2, as does MSL1^WT^ (Figure 4B). These results suggest that mutant MSL1^Δ41-65^ and MSL1^GS^ may be part of the MSL complex. Since S2 cells contain an endogenous MSL1 protein, it seems likely that the mutated MSL1 variants form heterodimers with wild-type ones. We then asked if these mutant protein variants could interact with endogenous MSL1 for specific recruitment to the X chromosome. To distinguish between WT and MSL1 mutants, we generated transgenic lines expressing MSL1^Δ41-85^-HA or MSL1^GS^-HA tagged with the HAx3 epitope at the *msl-1^+^* background. In transgenic males and females expressed MSL2 and MSL1 variants in the heterozygous state, we observed complete co-localization between MSL2 and MSL1 variants marked by HAx3 epitope (+). Thus, in the presence of wild-type MSL1, MSL1^GS^ and MSL1^Δ41-85^ variants enter the MSL complex, in which they specifically bind to the male X chromosome. These results suggest that MSL1^GS^ and MSL1^Δ41-85^ effectively dimerize with the wild-type MSL1 via the coiled-coil domain.

### The mutants MSL1^GS^ and MSL1^Δ41-85^ disrupt the recruitment of the MSL complex to HAS

For a more complete understanding of the role played by the N-terminal region of MSL1 in the recruitment of the MSL complex to the X chromosome, we tested the binding of the MSL1, MSL2, and MSL3 proteins by chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) with a standard protocol for chromatin fragmentation based on sonication. We obtained MSL protein profiles from two biological replicates of 3-day-old adult males and females.

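In this ChIP-seq, chromatin of whole adult flies was cross-linked and sheared, the fragments carrying an MSL protein were pulled down with an antibody to it, and their DNA was sequenced. The sample labels list 42 libraries in 22 conditions, each a fly line, a sex and an antibody. Peaks were examined for 6 of these conditions, MSL1, MSL2 and MSL3 in M1[WT]+MSL2 females and in M1[WT] males, which together come from 11 libraries. Each of the 6 conditions had 2 biological replicates, except MSL1 in M1[WT] males, which had 1. The other libraries, from control flies without transgenes and from females with mutant MSL1, were not analysed here. The labels give an age of 3 days for all flies, and the methods give 2 to 3 days. For MSL3 in males, the genotype in the labels is that of the line with MSL2, while the library titles and the methods name M1[WT]; the latter was used. The authors mapped the reads to the dm6 genome, removed duplicates and blacklisted regions, and called peaks with MACS2 against nonspecific IgG. They deposited 1 list of peaks per protein and line, so no value here has an error between replicates. In the authors' deposited tables, every peak of the female lists has the position and −log10 p of the first of 2 IDR inputs, while fewer than 1% of peaks of the male MSL2 and MSL3 lists have its position and the male MSL1 list has no IDR inputs. Female and male lists were thus built differently. The methods give a stricter IDR threshold for pseudoreplicates than for true replicates, and the lists of MSL2 and MSL3 in females end at the stricter one; the files do not name the inputs. The lists give no read numbers, and the depth behind each peak is unknown. Each peak has a position, a score, a fold enrichment over IgG and a −log10 p. These values are the authors' and were used only to describe, filter or rank peaks within a list. The female lists hold 905 peaks of MSL1, 2460 of MSL2 and 1546 of MSL3, and the male lists hold 21980, 6110 and 6129. A HAS, as listed in Figure 5—source data 1, was counted as having a peak where a peak lay within 500 bp of it, the maximum gap the methods give for the overlap of peaks. Intervals around shares are 95% Wilson intervals across sites and cover counting error only. All tests compare sites within or between lists, and sites are not independent replicates. Permutation tests used 100000 draws, and the smallest p-value they can give is 1e-05.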

As the binding profiles of the MSL complex have been well-studied in cell lines, we compared MSL1, MSL2, and MSL3 binding efficiency at the HAS (Figure 5—figure supplement 1) with previously published data from S2 cells (Schauer et al., 2017; Straub et al., 2013). The ChIP-seq data from adult *y^1^w^1118^* (WT) males showed MSL binding to approximately 90% of the previously identified HAS from three different studies (Alekseyenko et al., 2008; Ramírez et al., 2015; Straub et al., 2008; Figure 5—source data 1). As a control, the MSL1 and MSL3 proteins bind to autosomal sites but not to HAS in females (Figure 5—figure supplement 1A). These results indicate that most HAS are common between S2 cells and adult males.

Next, we compared the binding profiles of MSL1, MSL2, and MSL3 proteins obtained in *msl-1*^−^; *Ubi:msl-2^WT^-FLAG*/*Ubi:msl-1^WT^* females (M1[WT]+MSL2) and *msl-1*^−^; *Ubi:msl-1^WT^*/*Ubi:msl-1^WT^* males (M1[WT]) (Figure 5—figure supplement 2A). We found a good correlation between the obtained profiles, demonstrating that MSL2 expressed in females induces the binding of the MSL complex to the same HAS regions. 

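The MSL1 peaks of M1[WT]+MSL2 females and of M1[WT] males shared 223 HAS, the MSL2 peaks shared 238 and the MSL3 peaks 217. A peak in the female list alone was found at 2 HAS for MSL1, at 1 for MSL2 and at 0 for MSL3. At the shared HAS, the strongest peak of each list within 500 bp was ranked by −log10 p within its list, and the ranks were compared between the sexes. Spearman's rho across HAS was 0.787 for MSL1, 0.835 for MSL2 and 0.630 for MSL3. In a two-sided permutation test each of the 3 correlations had p = 1e-05, the smallest value the test can give, and a Benjamini-Hochberg adjusted p of 1e-05. The HAS are neighbouring sites of the same lists and not independent replicates. Of the alternatives tried, ranking by fold enrichment moved a correlation most, to 0.474 for MSL3. All 3 proteins had a peak at 183 HAS in females (60.8%) and at 280 in males (93.0%). From the correlation between the male and female profiles, the paper concludes that MSL2 expressed in females brings the MSL complex to the same HAS.

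**Figure D1:**
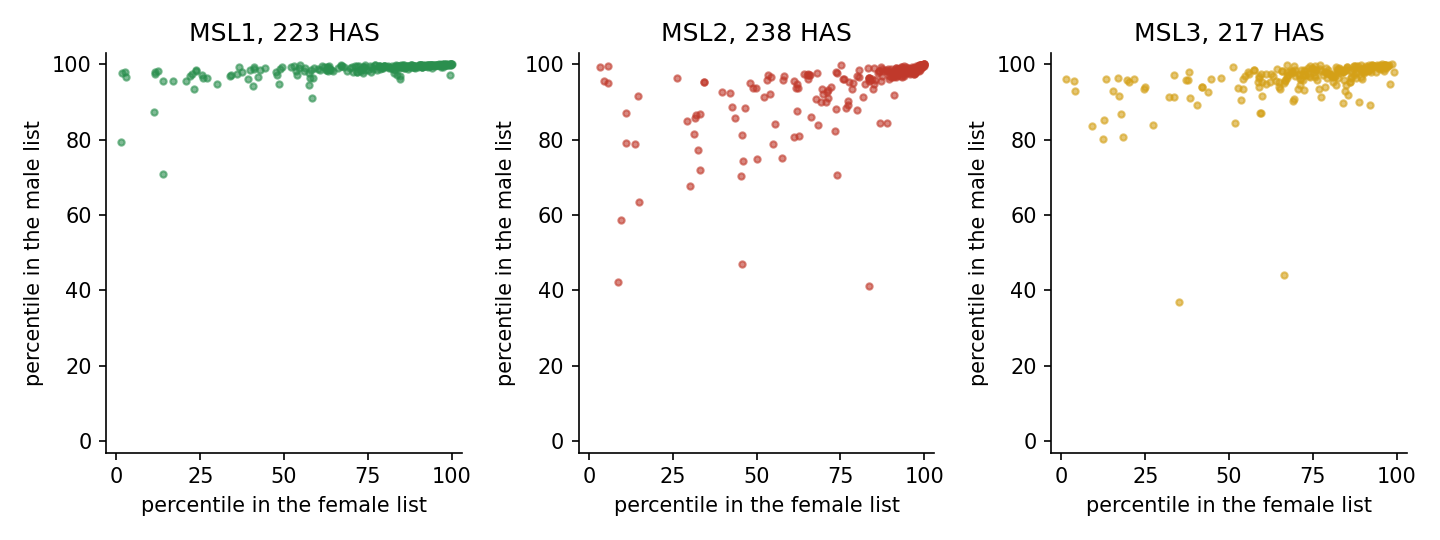
Percentile of the strongest peak at each shared HAS in the female list (horizontal axis) and in the male list (vertical axis), one point per HAS. Most HAS sit near the top of the male lists, and their order follows the female lists with a rho of 0.787 for MSL1, 0.835 for MSL2 and 0.630 for MSL3.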

We observed stronger binding of the MSL1, MSL2, and MSL3 proteins in M1[WT] (*msl-1*^−^; *Ubi:msl-1^WT^*/*Ubi:msl-1^WT^*) males compared with those in control *y^1^w^1118^* males (Figure 5—figure supplement 1B, Figure 5—figure supplement 2A), which might be a consequence of the higher concentrations of MSL proteins in the transgenic line due to being expressed under the control of the Ubi promoter (Figure 1—figure supplement 3A). In M1[WT]+MSL2 females, the MSL proteins also bind to most HAS, but with lower efficiency (Figure 5—figure supplement 2A, B, C). These results are consistent with previous studies demonstrating that the ectopic expression of MSL2 in females is sufficient to trigger the correct targeting of MSL proteins to the X chromosome (Valsecchi et al., 2018).

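In M1[WT]+MSL2 females, 225 of the 301 HAS had an MSL1 peak (74.8%, 95% interval 69.6 to 79.3), 239 had an MSL2 peak (79.4%, 74.5 to 83.6) and 217 had an MSL3 peak (72.1%, 66.8 to 76.9). In M1[WT] males, each of the 3 proteins had a peak at 284 HAS (94.4%, 91.1 to 96.4). To find the share that chance gives, all HAS were rotated together along the X chromosome. The mean share over rotations was 6.84% for MSL1, 14.4% for MSL2 and 11.8% for MSL3 in females, and 35.9%, 24.2% and 25.6% in males, where the lists are longer. The one-sided permutation p lay between 1e-05 and 6e-05 for the 6 lists, with an adjusted p of 6e-05 for each; a rotation by less than the length of a peak leaves HAS on their own peaks and counts as high. Of the alternatives tried, requiring the summit of a peak within 500 bp of the HAS centre moved the share most, to 40.5% for MSL3 in females and 43.2% in males. A male peak without a female peak was found at 61 HAS for MSL1, 46 for MSL2 and 67 for MSL3. The difference between the male and female shares was 19.6 percentage points for MSL1 (p = 4.4e-16, adjusted 6.6e-16), 15.0 for MSL2 (p = 6.8e-13, adjusted 6.8e-13) and 22.3 for MSL3 (p = 1.4e-20, adjusted 4.2e-20) in exact two-sided McNemar tests, 3 comparisons in all. With the 905 strongest peaks of each list, these differences were 6.31 percentage points for MSL1 (exact p = 0.00794), 16.3 for MSL2 and 22.6 for MSL3. With the summit rule the difference for MSL3 fell to 2.66 percentage points (exact p = 0.428). The lists hold no signal on a common scale, so the strength of binding itself was not compared between the sexes. By the paper's genotypes, M1[WT] males are homozygous for the MSL1 transgene, while M1[WT]+MSL2 females are heterozygous for it and carry an MSL2 transgene. The differences in share thus cannot be assigned to sex alone.

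**Figure D2:**
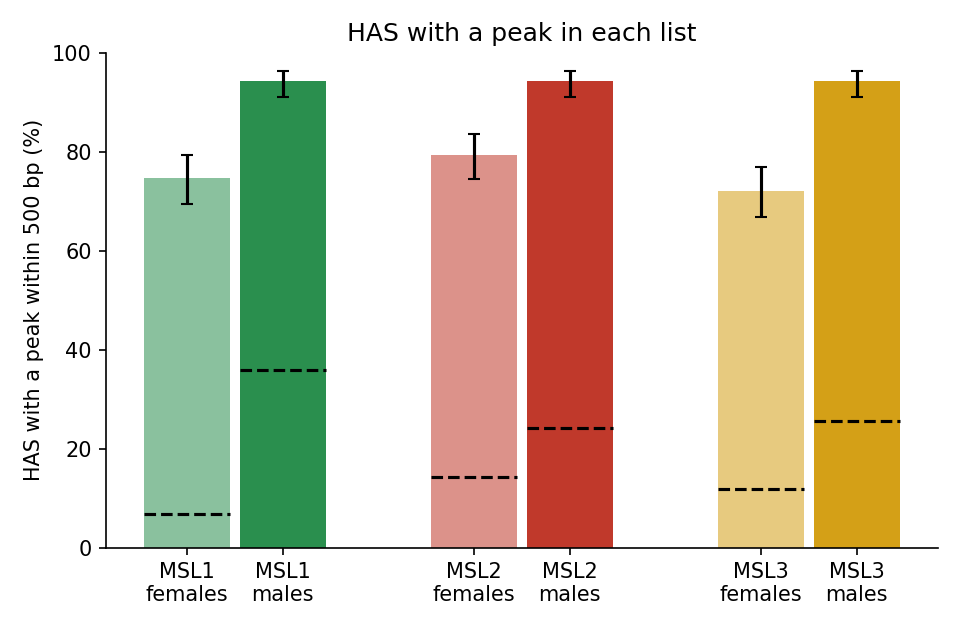
Percent of the 301 HAS with a peak within 500 bp for each protein, in M1[WT]+MSL2 females (light bars) and M1[WT] males (dark bars). Error bars are 95% Wilson intervals and dashed lines the mean over rotations; the 3 male bars stand at 94.4% and the female bars between 72.1% and 79.4%.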

To test the role played by the N-terminal region of MSL1, we compared the binding of MSL proteins in females expressing MSL2 combined with MSL1^WT^, MSL1^Δ1-15^, MSL1^Δ41-85^, and MSL1^GS^ (Figure 5A). 

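Peaks of MSL1 and MSL2 were compared HAS by HAS in M1[WT]+MSL2 females, in which wild-type MSL1 and MSL2 are both expressed from transgenes. Both proteins had a peak at 211 HAS, which is 70.1% of all HAS (95% interval 64.7 to 75.0). MSL1 alone had a peak at 14 HAS, MSL2 alone at 28, and neither at 48. The odds ratio of 25.8 between the 2 proteins gave p = 1.9e-23 in a two-sided Fisher's exact test across HAS. Counting peaks whose summits lie within 500 bp of the HAS centre moved the number with both proteins most, to 157.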

As shown above, MSL2 and MSL1^WT^ effectively bind to most HAS in females. MSL3 was associated with extended regions surrounding the HAS, consistent with previously reported data (Larschan et al., 2007; Sural et al., 2008). 

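The extent of binding around HAS was measured as the percent of the sequence within 10 kb of a HAS centre that lies in peaks, after HAS whose windows touch were joined into 196 windows. In M1[WT]+MSL2 females, MSL3 peaks covered 21.0% of a window on average, MSL2 peaks 16.1% and MSL1 peaks 14.2%. MSL3 exceeded MSL1 by 6.84 percentage points, with a higher value in 135 of 196 windows, and MSL2 by 4.93 percentage points, with a higher value in 133. A two-sided sign-flip permutation test across windows gave p = 1e-05 for both, the smallest value it can give, and adjusted p = 1e-05 over 4 comparisons. The comparison with MSL1 depends on the lengths of the lists. With the 905 strongest peaks of each list, MSL3 exceeded MSL1 by 0.689 percentage points in females (permutation p = 0.307). In M1[WT] males the coverage was 52.1% for MSL3, 42.0% for MSL1 and 38.4% for MSL2, and MSL3 exceeded MSL1 by 10.1 and MSL2 by 13.8 percentage points, each in 179 of 196 windows and each with permutation p = 1e-05. At the HAS centre itself, 65.4% of HAS lay in an MSL1 peak in females, 54.8% in an MSL2 peak and 36.9% in an MSL3 peak. At 2.5 kb before the centre the order was MSL3 (35.2%), MSL2 (26.2%) and MSL1 (23.3%). In males the shares at the centre were 89.0% for MSL3, 88.0% for MSL2 and 79.4% for MSL1, and at 2.5 kb before it 68.4%, 53.5% and 54.8%. Peaks of MSL3 within 500 bp of a HAS had a median width of 1204 bp in females and 3703 bp in males, those of MSL2 800 and 1783 bp, and those of MSL1 1726 and 1338 bp.

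**Figure D3:**
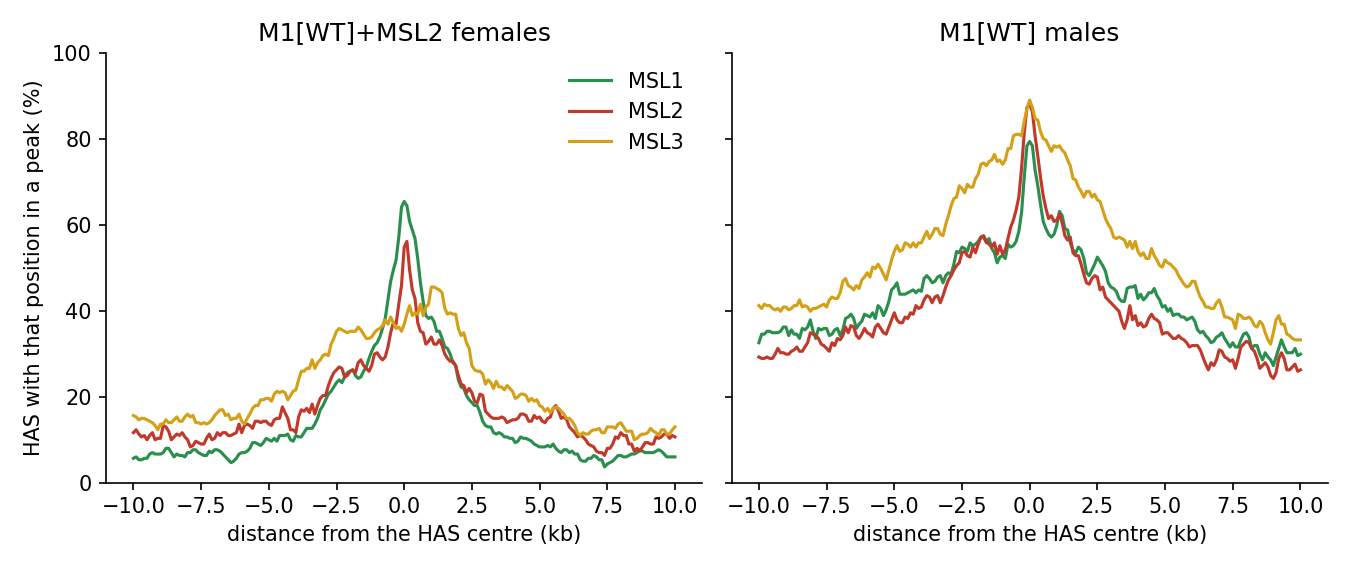
Percent of HAS for which the position at a given distance from the HAS centre (horizontal axis, kb) lies in a peak of MSL1, MSL2 or MSL3, in M1[WT]+MSL2 females (left) and M1[WT] males (right). In females the MSL1 and MSL2 lines rise toward the centre, where they stand at 65.4% and 54.8%, and the MSL3 line is flatter.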

In MSL1^Δ1-15^, MSL1^Δ41-85^, and MSL1^GS^ flies binding of MSL1, MSL2, and MSL3 to X chromosomal HAS is strongly reduced (Figure 5A-E, Figure 5—figure supplement 3A). At the same time, we noticed that there are HAS in which MSL2 continues to bind effectively when MSL1 in MSL1^Δ1-15^, MSL1^Δ41-85^, and MSL1^GS^ flies are strongly reduced (Figure 5—figure supplement 3B).

**Figure 5.**
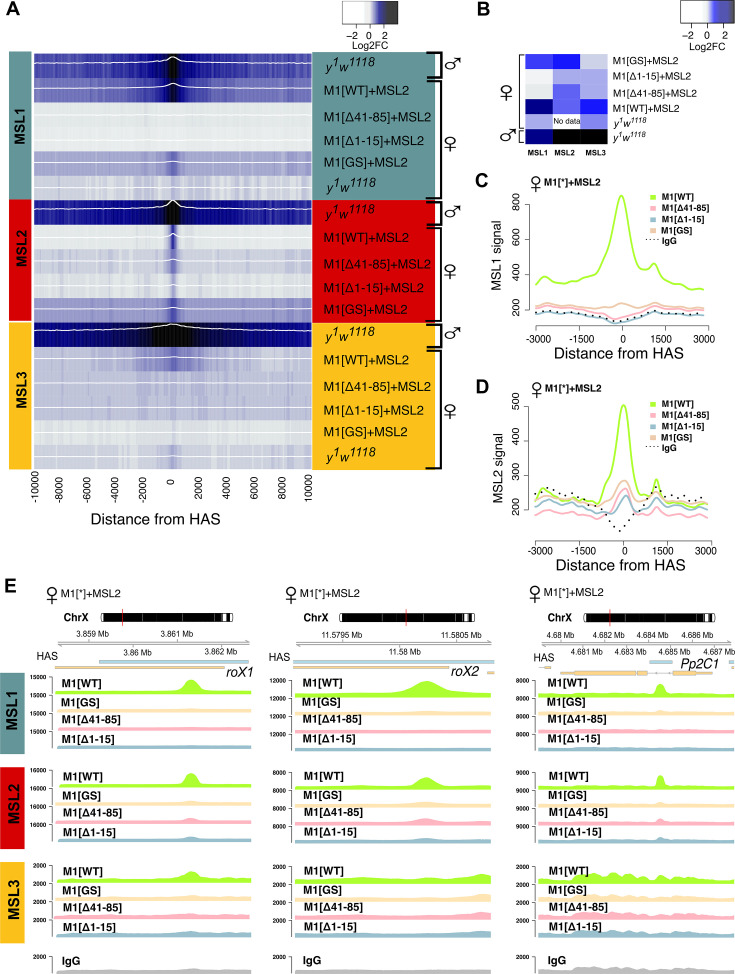
Role of the N-terminal regions in the recruitment of the dosage compensation complex to the high-affinity ‘entry’ sites (HAS). To study the functional role of the N-terminal region of male-specific lethal (MSL)1 for the recruitment of the dosage compensation complex, we compared the profiles of MSL1, MSL2, and MSL3 binding in 2–3 day females expressing MSL2 and one of four MSL1 variants (MSL1^WT^, MSL1^GS^, MSL1^Δ1-15^, MSL1^Δ41-85^). *y^1^w^1118^* (wild-type males and females), ♀M1[WT]+MSL2 (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG/Ubi:msl-1^WT^* females), ♀M1[Δ41–85]+MSL2 (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG/Ubi:msl-1*^Δ41-85^ females), ♀M1[Δ1–15]+MSL2 (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG/Ubi:msl-1*^Δ1-15^ females), ♀M1[GS]+MSL2 (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG/Ubi:msl-1*^GS^ females). (**A**) Average log fold-change between normalized (RPKM) test signals and nonspecific IgG signals in HAS (see Materials and methods). Average log fold-change was calculated after smoothing signals using the Daniell kernel with kernel size 50 and the addition of a pseudocount. Next, the tracks were aggregated using 100 bp bins. (**B**) Heatmap showing average log fold-change between normalized (RPKM) test signals and nonspecific IgG signals in region ±500 bps from HAS centers. (**C and D**) Average signal (RPKM) for (**C**) MSL1 protein and (**D**) MSL2 protein in different fly lines at HAS (see Methods). (**E**) Enrichment of MSL1, MSL2, and MSL3 signals associated with the X-linked genes encoding *Pp2C1* and the non-coding RNAs *roX1* and *roX2* in females expressing MSL2 and one of four MSL1 variants (MSL1^WT^, MSL1^GS^, MSL1^Δ1-15^, MSL1^Δ41-85^). Figure 5—source data 1.A list of high-affinity 'entry' site (HAS) regions.

**Figure 5—figure supplement 1.**
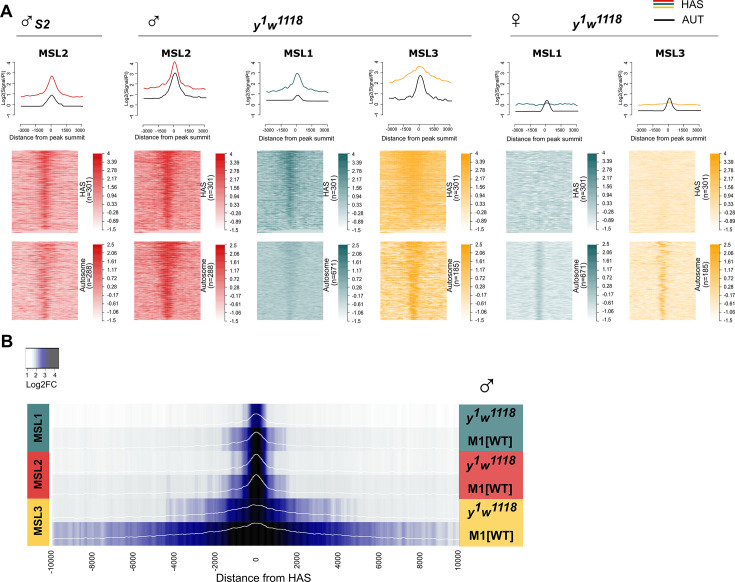
Comparison of MSL1, MSL2 and MSL3 binding in the flies of *y^1^w^1118^* and M1[wt] lines. (**A**) Comparison of male-specific lethal (MSL)1 (green), MSL2 (red), and MSL3 (yellow) binding in 2–3 day-old males (♂) and females (♀) of the *y^1^w^1118^* line at HAS and autosomal sites for MSL proteins. Average signal (on the top) and heatmap (on the bottom) showing the log-fold change (FC) between normalized (Reads per kilobase of transcript, per million mapped reads, RPKM) test signals and nonspecific IgG signals in HAS and autosomal regions (see Materials and methods). MSL2 S2 track was obtained from Schauer et al., 2017. LogFC was calculated after smoothing signals using Daniell kernel, with kernel size 50 and the addition of a pseudocount. On the heatmaps, the peaks are ranked according to the average logFC in the ♂M1[wt] sample. (**B**) Comparing of MSL1, MSL2 and MSL3 binding to HAS in 2–3 day-old *y^1^w^1118^* and M1[wt] (*msl-1*^−^*; Ubi:msl-1^WT^ / Ubi:msl-1^WT^*) males. Average log fold-change between normalized (RPKM) test signals and nonspecific IgG signals in HAS (see Materials and methods). Average log fold-change was calculated after smoothing signals using the Daniell kernel with kernel size 50 and the addition of a pseudocount. Next, the tracks were aggregated using 100 bp bins.

**Figure 5—figure supplement 2.**
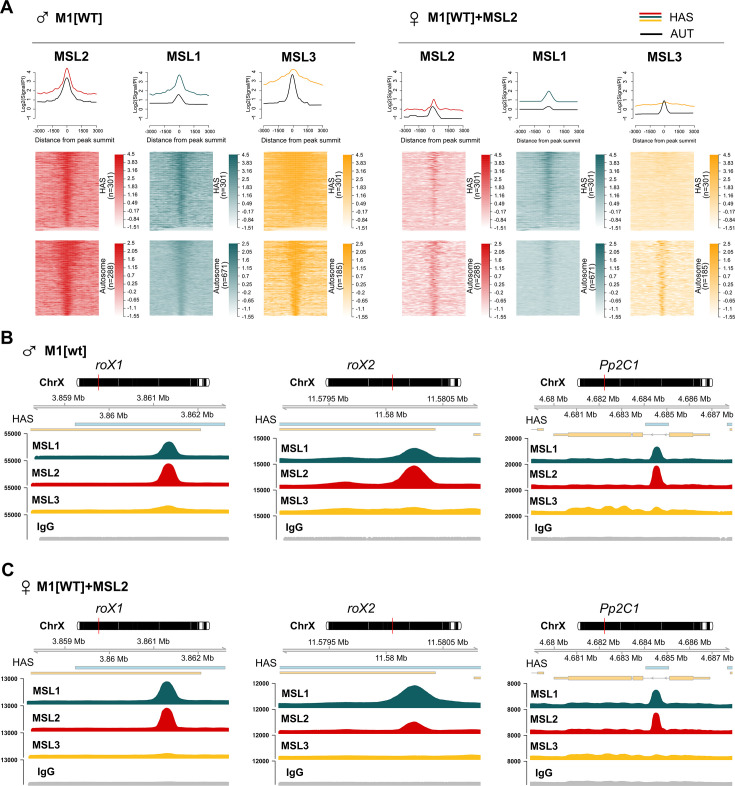
Comparisons of the binding patterns of male-specific lethal (MSL) proteins between 2–3 day adult males and females expressing MSL2. (**A**) Average signal (top) and heatmap (bottom) showing the log fold-change (FC) between normalized (Reads per kilobase of transcript, per million mapped reads, RPKM) test signals and nonspecific IgG signals for high-affinity 'entry' site (HAS) and autosomal regions (see Materials and methods). LogFC was calculated after smoothing signals using the Daniell kernel with kernel size 50 and the addition of a pseudocount. On the heatmaps, the peaks are ranked according to the average logFC in the M1[wt] male sample. ♂ M1[wt] indicates 2–3 day-old *msl-1*^−^*; Ubi:msl-1^WT^/ Ubi:msl-1^WT^* males. ♀M1[wt]+MSL2 indicates 2–3 day-old *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^* females. (**B and C**) Enrichment of MSL1 (green), MSL2 (red), and MSL3 (yellow) signals associated with the X-linked genes encoding *Pp2C1* and the non-coding RNAs *roX1* and *roX2* in (**B**) M1[WT] males and (**C**) M1[WT]+MSL2 females.

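On dm6, *roX1* (FBgn0019661) lies on the minus strand of the X chromosome from 3857230 to 3862697, *roX2* (FBgn0019660) on the plus strand from 11579065 to 11580432, and *Pp2C1* (FBgn0022768) on the minus strand from 4679988 to 4686903. Each contains or adjoins 1 listed HAS. The fold enrichments that follow are those of the authors' peak calls, which set each list's own antibody libraries against nonspecific IgG. The only IgG libraries in the sample labels come from control flies without transgenes. Ranks are by −log10 p within a list. At *roX1*, the strongest MSL1 peak of M1[WT]+MSL2 females spans 3860738 to 3862700, with its summit in an exon at 3861335 and a 45.1-fold enrichment. The MSL2 peak of females has its summit at 3861326 and a 64.4-fold enrichment. The male summits of MSL1, at 3861344 with a 178-fold enrichment, and MSL2, at 3861336 with a 219-fold enrichment, lie within a few bases. All 4 of these peaks rank 1 in their lists. The MSL3 peak at *roX1* has a 5.07-fold enrichment and rank 167 of 1546 in females, and a 51.1-fold enrichment and rank 8 of 6129 in males. At *roX2*, the summits of MSL1 and MSL2 lie in an exon between 11580249 and 11580256 in both sexes, with rank 3 for MSL1 and rank 16 for MSL2 in females and ranks 20 and 19 in males. The strongest MSL3 peak there ranks 214 in females and 225 in males. In *Pp2C1*, the summits of MSL1 and MSL2 lie in an intron between 4684539 and 4684558. Their ranks are 16 for MSL1 and 9 for MSL2 in females, and 5 and 10 in males. The strongest MSL3 peak ranks 293 in females, with its summit in the same intron at 4684544, and 152 in males, with its summit in a coding exon at 4683112 and an 18.7-fold enrichment. A second male MSL3 peak, from 4684272 to 4686732, has its summit at 4684552, among those of MSL1 and MSL2, and a 19.9-fold enrichment.

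**Figure D4:**
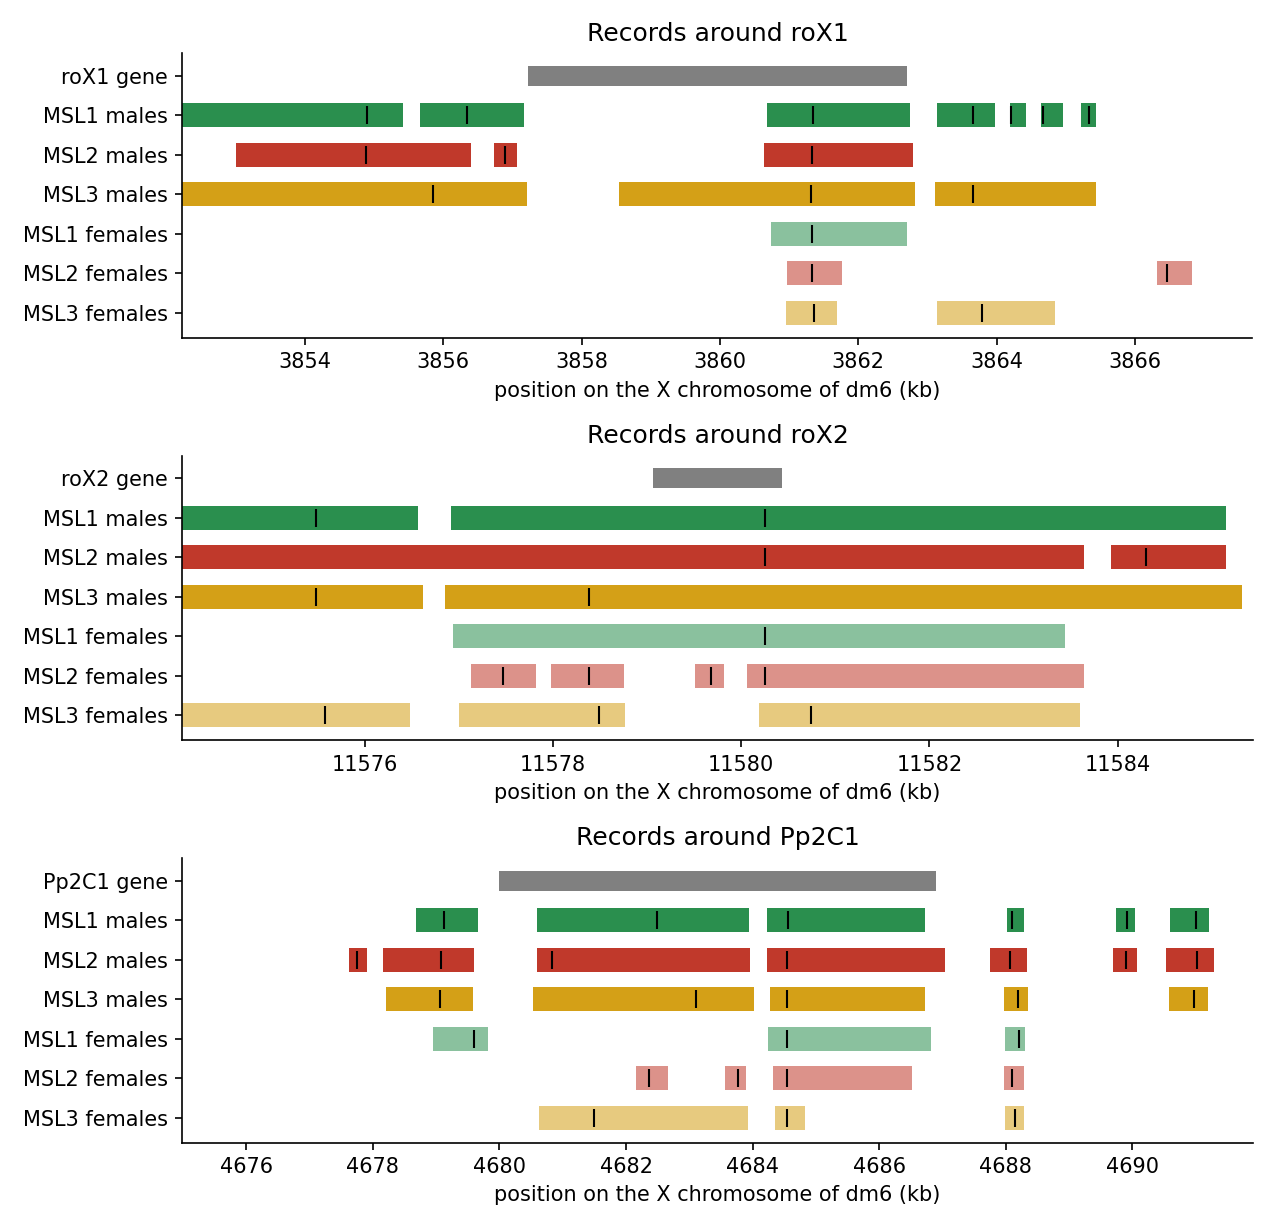
Peaks of MSL1, MSL2 and MSL3 within 5 kb of *roX1*, *roX2* and *Pp2C1* (gray, the annotated gene) against position on the X chromosome in kb. Dark bars are peaks of M1[WT] males, light bars those of M1[WT]+MSL2 females, and vertical ticks the summits. The summits of the strongest MSL1 and MSL2 peaks at *roX1* lie between 3861326 and 3861344.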

**Figure 5—figure supplement 3.**
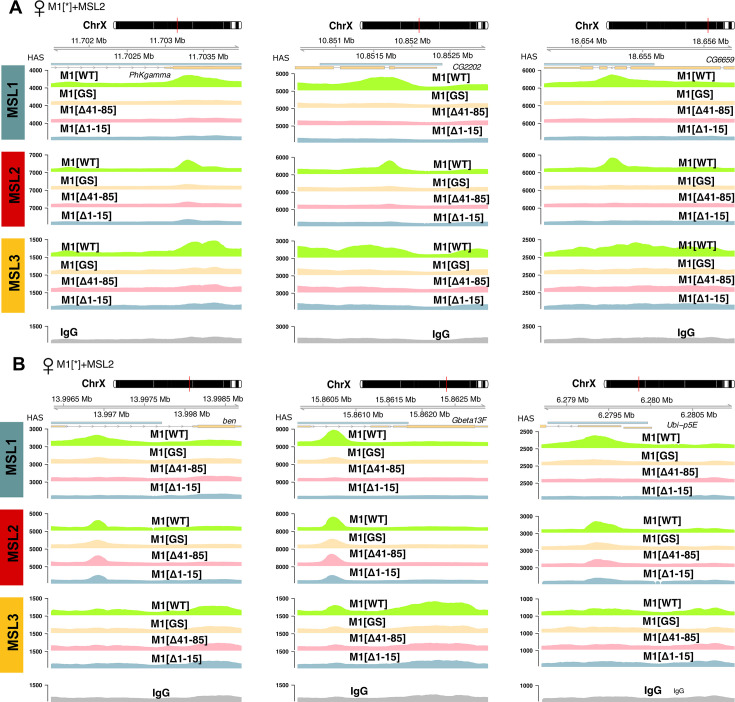
Examples of male-specific lethal (MSL)1, MSL2, and MSL3 signal enrichment associated with X chromosomal high-affinity ‘entry’ sites (HAS) in M1[WT] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^*), M1[GS] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^GS^*), M1[Δ41–85] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ41-85^*), M1[Δ1–15] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ1-15^*) females. MSL2 binds to HAS (**A**) only in M1[WT] females or (**B**) in M1[WT], M1[GS], M1[Δ41–85] and M1[Δ1–15] females.

To investigate observed differences in localization of the MSL proteins at various genomic sites in female fly lines, we calculated the average logFC between normalized (RPKM) test signals and nonspecific IgG signals in regions where MSL1 and MSL2 colocalized in MSL1^WT^ line on X chromosome (see Methods). 

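On the X chromosome of MSL1 WT females, 433 of 522 MSL1 peak regions had an MSL2 peak within 500 bp. Of these 433 regions, 231 lay within 500 bp of a HAS (53.3%, 95% interval 48.6 to 58.0). This count uses peak calls only, without the threshold on the average logFC, which needs coverage tracks that were not used here. Keeping the 50% of peaks with the highest −log10 p in each list lowered the number of regions most, to 241. The paper's own list of regions, in Figure 6—source data 1, was compared with the HAS and with the peaks. All 220 of its regions lay within 500 bp of a HAS, and 217 overlapped one. Within 500 bp, 207 of them had an MSL2 peak in MSL1 WT females (94.1%, 90.2 to 96.5), 178 an MSL3 peak (80.9%, 75.2 to 85.6) and 177 an MSL1 peak (80.5%, 74.7 to 85.2).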

Resulting list of peaks is mostly associated with HAS (217 out of 220 in total) and is highly enriched by the MSL1, MSL2, and MSL3 proteins in MSL1^WT^ flies, suggesting the binding of the complete MSL complex. As a result of hierarchical clustering, these regions were divided into two groups based on the protein binding profiles of MSL1, MSL2, and MSL3. Cluster 1 (‘MSL2 Sensitive,’ N=133) contains sites to which proteins do not bind during expression of MSL1 mutants. Cluster 2 (‘MSL2 stable,’ N=87) includes sites to which MSL2 continues to bind even in the presence of MSL1 mutations (see Methods, Figure 6A, Figure 6—figure supplement 1, Figure 6—source data 1). In cluster 2 regions, in addition to MSL2, the mutant form of MSL1^GS _was_^ also enriched. We decided to test whether the stability of MSL2 in the cluster 2 is associated with the presence of PionX sites, to which the MSL2 protein binds most effectively in vitro (Villa et al., 2016). Indeed, PionX sites made up a larger percentage of the peaks of the cluster 2 (17 out of 87), in contrast to cluster 1 (7 out of 133). Additionally, we tested the strength of MSL1 and MSL2 signals from female fly lines in peaks associated with PionX sites in comparison with all other regions from the cluster 2 (Figure 6B). As expected, we found that the MSL2 signal was significantly higher in the group of PionX sites in fly lines with the mutation (MSL1^Δ1-15^, MSL1^Δ41-85^, MSL1^GS^; Wilcoxon signed-rank test, p-value: 0.034, 7.3e-5, 2.2e-5, respectively), which was not noted for the MSL1^WT^ (Wilcoxon signed-rank test, p-value: 0.71). Similar situation was observed for MSL1, whose signal at PionX sites was significantly greater for the MSL1^GS^ females (Wilcoxon signed-rank test, p-value: 0.053) than for the MSL1^WT^ females (Wilcoxon signed-rank test, p-value: 0.35). These results suggest that some of the PionX sites may be bound independently by the MSL2 protein.

**Figure 6.**
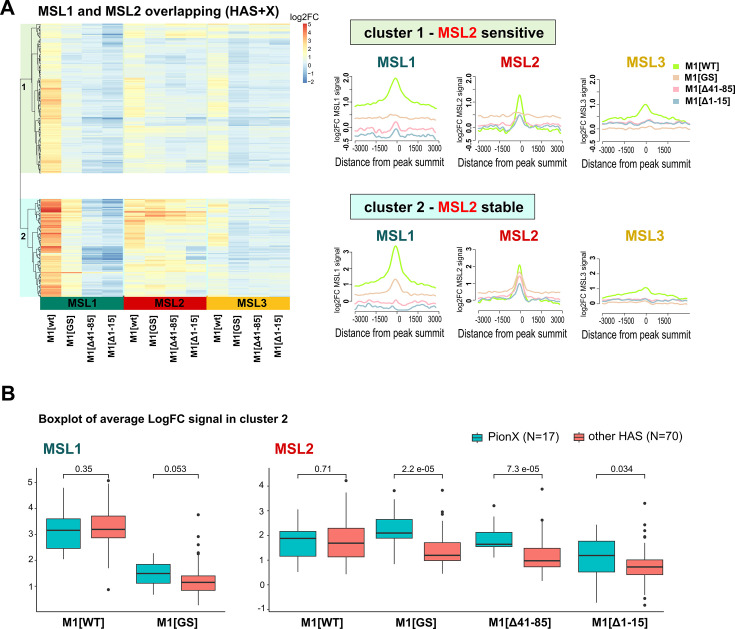
Male-specific lethal (MSL)1 shows different scenarios of binding upon N-terminal region modification. Regions clusterization with MSL1∩MSL2 overlapping peaks according to MSLs binding in different female fly lines expressing MSL2 and one of four MSL1 variants (MSL1^WT^, MSL1^GS^, MSL1^Δ41-85^, MSL1^Δ1-15^) (see Materials and methods). M1[WT] (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG/Ubi:msl-1^WT^* females), M1[Δ41–85] (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG/Ubi:msl-1*^Δ41-85^ females), M1[GS] (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG/Ubi:msl-1*^GS^ females), M1[Δ1–15] (*msl-1*^−^; *Ubi:msl-2^WT^-FLAG/Ubi:msl-1*^Δ1-15^ females). (**A**) Left - Heatmap of average logFC between MSL and nonspecific IgG signal in female fly lines, hierarchical clusterization, and cluster subdivision is drawn on the left corner. Right - Average logFC profiles of MSL signal in different clusters for female fly lines. Average log fold-change was calculated after smoothing signals using the Daniell kernel with kernel size 100 and the addition of a pseudocount. (**B**) Boxplot of average LogFC signal of MSL1 and MSL2 in cluster 2. All sites in cluster 2 were subdivided into PionX sites and other HAS, and the strength of MSL1 and MSL2 signals was tested. Figure 6—source data 1.A list of unique male-specific lethal (MSL)1 peaks for females M1[WT]+MSL2 fly line (*msl-1−; Ubi:msl-2^WT^-FLAG/Ubi:msl-1^WT^*).

**Figure 6—figure supplement 1.**
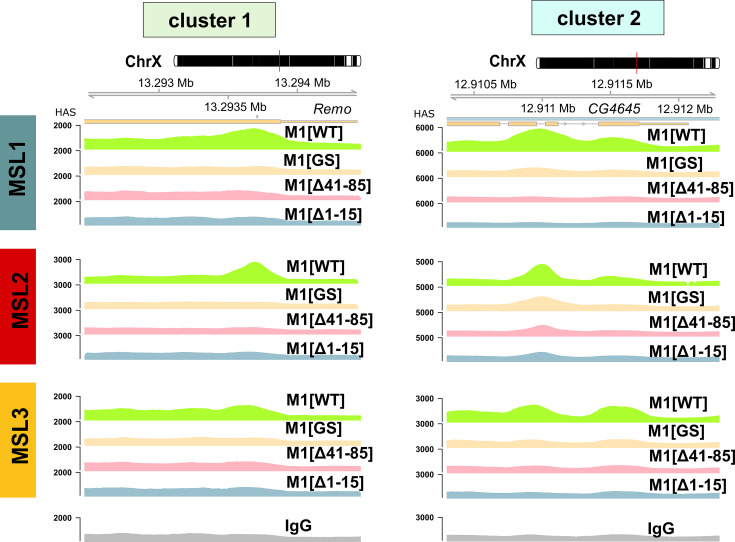
Examples of male-specific lethal (MSL)1, MSL2, and MSL3 signal enrichment in M1[WT] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^*), M1[GS] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^GS^*), M1[Δ41–85] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ41-85^*), M1[Δ1–15] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ1-15^*) females. Clusters 1 and 2 are associated with MSL2 binding to X chromosomal sites.

**Figure 6—figure supplement 2.**
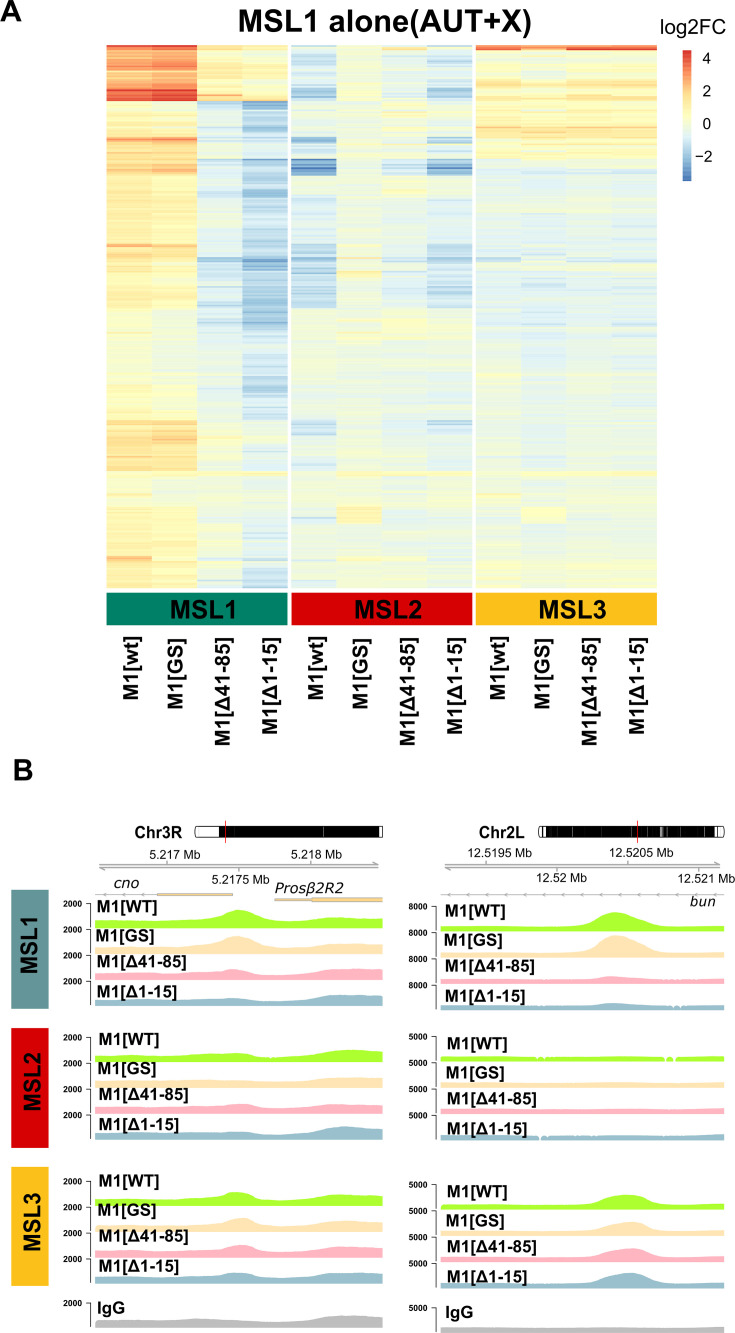
Regions with male-specific lethal (MSL)1 alone (no colocalization with MSL2) peaks (autosomes and X chromosome). (**A**) Heatmap of average logFC between MSL and nonspecific IgG signal in female fly lines. (**B**) Examples of MSL1, MSL2, and MSL3 signal enrichment at autosomes in M1[WT] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^WT^*), M1[GS] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^GS^*), M1[Δ41–85] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ41-85^*), M1[Δ1–15] (♀ *msl-1*^−^*; Ubi:msl-2^WT^-FLAG/ Ubi:msl-1^Δ1-15^*) females.

Also, we analyzed regions with MSL1 alone peaks (no colocalization with MSL2) on all chromosomes (Figure 6—figure supplement 2). 

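In M1[WT]+MSL2 females, 339 of 905 MSL1 peak regions had neither an MSL2 peak nor a HAS within 500 bp. Of these, 258 lay on autosomes, with 52 on chromosome arm 2L, 57 on 2R, 70 on 3L and 79 on 3R, and 73 on the X chromosome. The remaining regions lay on unplaced sequences and on the Y chromosome. Keeping the 50% of peaks with the highest −log10 p in each list lowered the number of such regions most, to 152. The paper's 320 regions with MSL1 alone, in Figure 6—source data 1, were drawn with a threshold on the signal, which the peak lists do not give. Of these 320 regions, 247 overlapped one of the 339 regions (77.2%, 95% interval 72.3 to 81.4), and 6 lie on the X chromosome.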

Previously, it was shown that MSL1 binds to promoters independently of the MSL complex (Chlamydas et al., 2016; Hallacli et al., 2012; Straub et al., 2013). Accordingly, MSL2 binding was weak or absent at all such sites. These sites are predominantly located in the promoter regions and MSL1^GS^ binds to all sites with the same efficiency as MSL1^WT^, confirming that this mutant protein retains its functionality at the sites outside of HAS. 

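At the 320 regions of the paper's list with MSL1 alone, 253 had an MSL1 peak of the M1[WT]+MSL2 females within 500 bp (79.1%, 95% interval 74.3 to 83.2). An MSL2 peak of the same females lay within that distance of 70 regions (21.9%, 17.7 to 26.7) and an MSL3 peak of 68 regions (21.2%, 17.1 to 26.1). In M1[WT] males, 186 of the 320 regions had an MSL2 peak (58.1%, 52.7 to 63.4), 288 an MSL1 peak and 198 an MSL3 peak. The male MSL2 list covers 2.83% of the autosomes and the female MSL2 list 0.350%. A share by chance was not computed for these regions, so the male and female shares cannot be set against each other. At the 3 autosomal genes that the paper shows as examples, *cno* with its neighbor *Prosbeta2R2* on 3R and *bun* on 2L, no MSL2 peak was called within 500 bp in females. The MSL1 peak with its summit between *cno* and *Prosbeta2R2* spans 5217259 to 5217684, with rank 210 of 905 and a 4.77-fold enrichment. A female MSL3 peak lies at the same place, from 5217298 to 5217610 with a 3.45-fold enrichment, and so does a male MSL2 peak with a 2.27-fold enrichment. The MSL1 peak in an intron of *bun* spans 12520141 to 12520720, with rank 21 and a 24.7-fold enrichment. A female MSL3 peak lies there too, from 12520213 to 12520722, with rank 22 of 1546 and a 14.0-fold enrichment.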

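Of the 331 MSL1 regions of M1[WT]+MSL2 females without MSL2 and HAS that lie on chromosome arms, 258 lay within 500 bp of an annotated transcription start site (77.9%, 95% interval 73.2 to 82.1). Rotating the regions along their chromosomes gave 18.8% on average and at most 35.0% (one-sided permutation p = 1e-05, the smallest value the test can give). Extending promoters to 3000 bp moved the share most, to 88.8%. A peak of MSL3 lay within 500 bp of 75 of the 331 regions (22.7%). Of the paper's list, 248 of the 319 regions on chromosome arms lay within 500 bp of a start site (77.7%, 72.9 to 82.0). MSL1 with the GS substitution was measured in libraries that were not analysed here.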

The MSL1^Δ1-15^ and MSL1^Δ41-85^ are not associated with these sites. The absence of MSL1^Δ1-15^ can be explained by the low stability of this mutant protein. As MSL1^Δ41-85^ is expressed more strongly than MSL1^GS^, it seems likely that the 41–85 aa region facilitates the interaction of MSL1 with transcription factors associated with these promoters.

### Two regions in the N-terminal domain are required for interaction with roX2 RNA

Our results suggest that MSL1^GS^ and MSL1^Δ41-85^ can interact with wild-type MSL1 and form the complex. Previously it was suggested that the N-terminal part of MSL1 (191 aa) contributes to interaction with roX RNAs (Müller et al., 2020). It can be assumed that the ineffectiveness of MSL1 variants in dosage compensation is associated with their inability to interact with roX RNAs. To test this hypothesis, we obtained transgenic *msl-1*^−^ (*msl-1^L60^/msl-1*^γ269^) females expressed either of MSL1 variants (MSL1^WT^-HA, MSL1^GS^-HA, and MSL1^Δ41-85^-HA) and roX2 RNA. To express roX2, we used the previously obtained *roX2* gene under the control of the Ubi promoter in the 86Fb site (Tikhonova et al., 2022b). The *roX2* transgene was expressed at the same level in all females expressed different MSL1 variants (Figure 7A).

**Figure 7.**
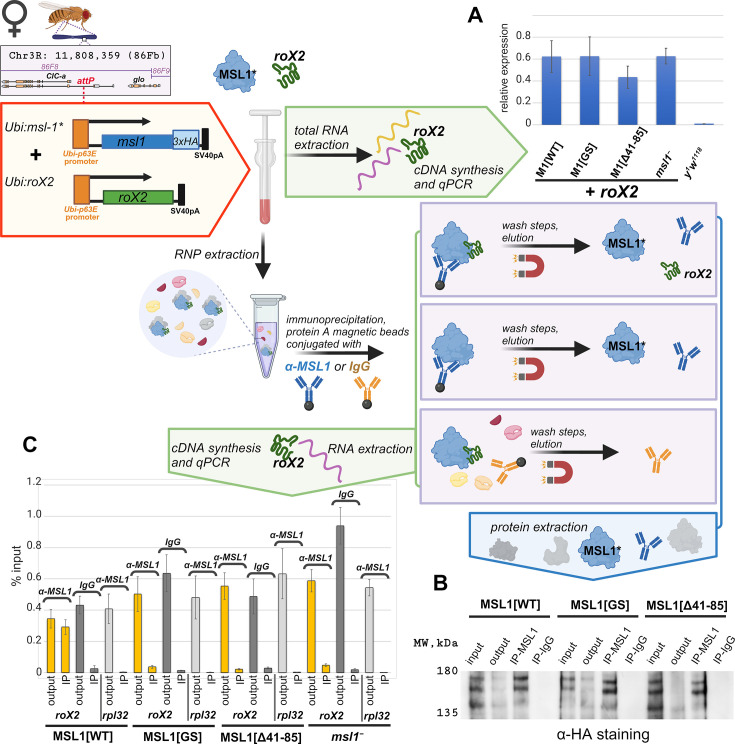
Testing role of the N-terminal region in recruiting of roX2 by male-specific lethal (MSL)1. Extraction of RNA and RNP from adult flies, and immunoprecipitation followed by RNA extraction were prepared as described in the Materials and Methods section and briefly schematically explained in the drawing. (**A**) Expression levels of the roX2 RNA in females of the *y^1^w^1118^*, M1[WT] (*msl-1*^−^; *Ubi:msl-1^WT^-HA/ Ubi:roX2*), M1[GS] (*msl-1*^−^; *Ubi:msl-1^GS^-HA/ Ubi:roX2*), M1[Δ41–85] (*msl-1*^−^; *Ubi:msl-1*^Δ41-85^*-HA/ Ubi:roX2*) and *msl1 ^–^*(*msl-1*^−^*;Ubi:roX2/TM6,Tb*). Individual transcript levels were determined by RT-qPCR with primers for the *roX2* gene normalized relative to *RpL32* for the amount of input cDNA. The error bars show standard deviations of triplicate measurements. This panel was created using BioRender.com. (**B**) RNP extracts from adult females were immunoprecipitated with antibodies against MSL1 (IP-MSL1) or nonspecific rabbit IgG (IP-IgG) as a negative control. The efficiency of immunoprecipitation was tested by immunoblot analysis for the presence of HA-tagged MSL1 protein in immunoprecipitate samples. (**C**) Total RNA was extracted from immunoprecipitates (α-MSL1 or IgG) and analyzed for the presence of *roX2* RNA by RT-PCR. *RpL32* was used as the negative control. The results of immunoprecipitations are presented as the percentage of input cDNA. ‘output’ – supernatant after immunoprecipitation; ‘IP’ – immunoprecipitated sample. The error bars indicate SDs from three independent biological samples. Figure 7—source data 1.Original files for the immunoblot blot analysis are in Figure 7B. Figure 7—source data 2.Files containing original immunoblots for Figure 7B indicate the relevant bands.

The total extracts obtained from the 2–3 days old adult females (Figure 7) were used for immunoprecipitation with MSL1 antibodies. In all cases antibodies efficiently precipitate the tested MSL1 variants (Figure 7B). *roX2* RNA was detected (Figure 7C) in precipitate obtained from MSL1^WT^ extract (positive control) and was not found in precipitate obtained from *msl-1*^−^ extract (negative control). In the case of MSL1^GS^ and MSL1^Δ41-85^ precipitates, *roX2* RNA was not detected as in the negative control. The obtained results suggest that MSL1^WT^ interacts with roX2 in contrast to the MSL1^GS^ and MSL1^Δ41-85^ mutants. These results are consistent with the hypothesis that failure to interact with roX RNAs is the primary cause of functional inactivation of MSL1^GS^ and MSL1^Δ41-85^.

## Discussion

This study focused on examining the role played by the MSL1 protein in recruiting the MSL complex in *Drosophila* to HAS. By UV-XL assay, it was shown that the N-terminal 191 aa of MSL1 and MSL2 are direct roX2 interactors (Müller et al., 2020). Here, we found that the 15 N-terminal aa are critical for the stability of the MSL1 protein. The substitution of the N-terminal amino-acids 3–7 (KRFKW) on the SSGSG in MSL1^GS^ slightly reduces the stability of the mutant protein and strongly affects the interaction of MSL1^GS^ with roX2. The 41–85 aa are also critical for MSL1 function and interaction with roX2 RNA in vivo. Both regions are separated by a linker that is less essential for MSL1 activity.

As functions of roX1 and roX2 are redundant (Meller and Rattner, 2002; Stuckenholz et al., 2003), it seems likely that roX1 interacts with the same N-terminal regions of MSL1 as roX2. Further study is required to understand the mechanisms for how N-terminal sequences of MSL1 determine the highly specific interaction with roX RNAs. In accordance with the key role played in the recruitment of the MSL complex to the male X chromosome, the N-terminal 15 amino acids of MSL1 are highly conserved among Drosophilidae. However, MSL1 orthologs in other families of Diptera have completely different N-terminal sequences despite the presence of high homology in the dimeric coiled-coil region. Even between *Anopheles gambiae* and *Drosophila melanogaster,* the X chromosome is thought to have formed independently from the same ancestral chromosome (Jiang et al., 2015; Pease and Hahn, 2012; Toups and Hahn, 2010).

The generally accepted model has suggested that most MSL complexes initially bind with numerous HAS on the male X chromosome (Kageyama et al., 2001; Kelley et al., 1997; Meller et al., 2000; Park et al., 2003; Park and Kuroda, 2001). Most HAS contain low-complexity GAGA motifs, referred to as the MRE (Alekseyenko et al., 2008; Straub et al., 2008). The CLAMP protein binds to MREs and is responsible for chromatin opening (Albig et al., 2019; Rieder et al., 2019). MSL2 contributes to the specific recognition of HAS through the direct binding of GAGA motifs (Villa et al., 2016) and interactions with CLAMP (Albig et al., 2019; Eggers et al., 2023; Tikhonova et al., 2019). Subsequently, the MSL complexes spread from the HAS to active X chromosomal genes through distance chromatin contacts, which are formed by preexisting chromosome architecture (Prayitno et al., 2019; Schauer et al., 2017). roX RNAs guide the MSL complex assembly and its spread from HAS into flanking chromatin (Ankush Jagtap et al., 2019; Ilik et al., 2017; Lv et al., 2019; Müller et al., 2020; Park et al., 2002; Valsecchi et al., 2021; Villa et al., 2021). It was shown that expression of roX RNA on autosome in the presence of MSL proteins excess can induce the local spreading of MSL complex from the site of the transgene localization (Kelley et al., 2008; Oh et al., 2003; Park et al., 2002).

Recent studies have shown that low-complexity C-terminal domains of MSL2 and roX RNAs form a stably condensed state that induces local ‘trapping’ of the MSL complex (Valsecchi et al., 2021). Experimental evidence shows that roX2 RNA plays an instructive role by modulating the MSL complex binding specificity (Villa et al., 2021). For example, Rieder et al., 2019 showed that at the initiation of embryogenesis, the MSL complex first binds to all chromosomes before becoming concentrated on the X chromosome. Weak interactions with chromatin sites on autosomes likely lead to the rapid dissociation of the MSL complex, resulting in the gradual concentration of the components of the complex on HAS. It was shown that complete MSL complexes preferentially interact with the sites on the X chromosome, while the MSL1 and MSL2 proteins can independently bind to many promoters located at all chromosomes (Chlamydas et al., 2016; Hallacli et al., 2012; Straub et al., 2013; Valsecchi et al., 2018).

The MSL1^GS^ is the best for testing the functional role of the MSL1-roX interaction because MSL1^Δ1-15^ is unstable and MSL1^Δ41-85^ loses its ability to interact effectively with autosomal promoters. Thus, the N-terminal region between 41 and 85 aa is significant not only for interaction with RNA but also because plays an additional role in attracting MSL1 to active promoters independently from the MSL complex. Previous studies have shown that MSL1 alone or in combination with MSL3 or MOF also associated with many autosomal promoters independent of MSL2 (Chlamydas et al., 2016; Straub et al., 2013). Our ChIP seq data suggest that MSL1 and MSL3 are recruited to the promoters mainly independent of each other. In contrast with the recruitment of the MSL complex to HAS on the X chromosome, the binding of MSL2 to autosomal promoters does not require the MSL1 protein (Valsecchi et al., 2018). Thus, MSL proteins can function autonomously or as a part of alternative transcription complexes.

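Peaks of MSL1 and MSL3 were compared at 14640 autosomal promoters, made by joining annotated transcription start sites that lie within 500 bp of each other. In M1[WT]+MSL2 females, 102 promoters had both an MSL1 and an MSL3 peak within 500 bp, where 7.56 would be expected if the 2 proteins were placed independently. MSL1 without MSL3 was found at 244 promoters and MSL3 without MSL1 at 218. The odds ratio was 27.0 (p = 1.3e-89 in a two-sided Fisher's exact test across promoters, adjusted 1.3e-89 over 2 comparisons). Of 307 MSL1 regions at autosomal promoters, 91 had an MSL3 peak within 500 bp (29.6%, 95% interval 24.8 to 35.0), and of 294 MSL3 regions, 93 had an MSL1 peak (31.6%, 26.6 to 37.2). In M1[WT] males, 2098 promoters had both proteins, 3640 had MSL1 without MSL3 and 425 MSL3 without MSL1, an odds ratio of 11.5. Fisher's exact test gave a p-value too small to be computed. An MSL3 peak was found at 2398 of 6125 MSL1 regions (39.2%, 37.9 to 40.4), and an MSL1 peak at 1999 of 2241 MSL3 regions (89.2%, 87.8 to 90.4). The last share depends on the length of the male MSL1 list. With the 905 strongest peaks of each list, it was 33.3%. The odds ratio lay between 15.3 and 32.7 in females over the 4 alternatives that changed it, and between 11.5 and 31.8 in males over 5. The difference between the sexes was not tested. The only IgG libraries in the sample labels come from control flies without transgenes, so the MSL1 and MSL3 lists of a sex may share a control. The number expected under independence takes no account of a shared control, whose effect was not tested. It also counts all annotated promoters alike, and promoter activity was not used. In females the odds ratio was 19.3 among the 13998 promoters without an MSL2 peak and 8.06 among the 642 with one. From the ChIP-seq data, the paper proposes that MSL1 and MSL3 reach promoters mainly independently of each other.

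**Figure D5:**
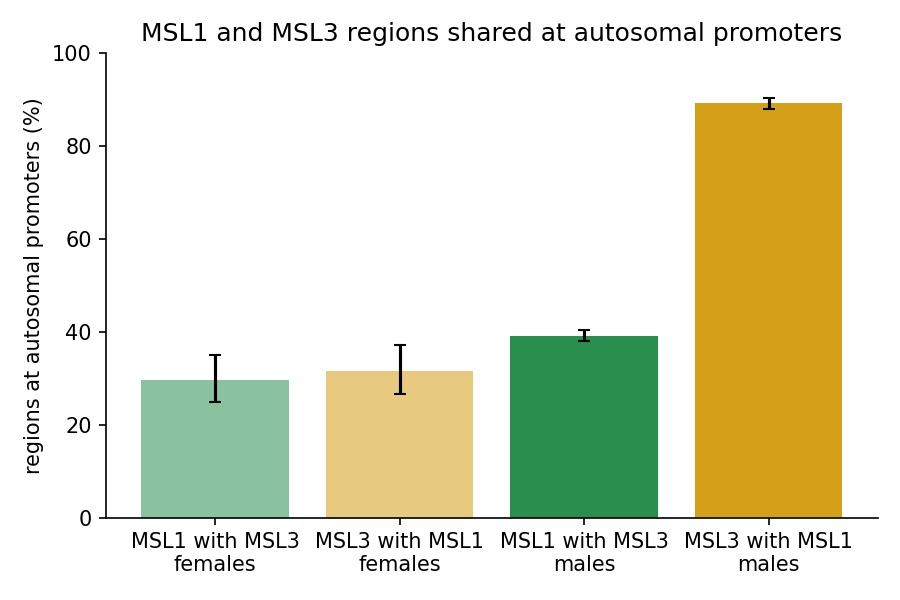
Percent of MSL1 regions at autosomal promoters with an MSL3 peak within 500 bp, and of MSL3 regions with an MSL1 peak, in M1[WT]+MSL2 females (light bars) and M1[WT] males (dark bars), with 95% Wilson intervals. Both female shares are 29.6% and 31.6%, and the male shares are 39.2% and 89.2%.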

Our results with the MSL1^GS^ mutant agree with the model that the interaction of MSL1 with roX RNAs is critical for the assembly of the MSL complex and its specific recruitment on the X chromosome. MSL1^GS^ effectively binds to autosomal promoters like MSL1^WT^ but disrupts the recruitment of the MSL complex on the X chromosomal HAS (Figure 8). As a result, males expressing MSL1^GS^ have very low viability, as shown earlier for males that have both roX genes inactivated (*roX^-^*). In *roX^-^* males, MSL1 and MSL2 bind only to the strongest regions of the X chromosome and begin to bind to autosomal regions (Meller and Rattner, 2002; Park et al., 2003; Stuckenholz et al., 2003). However, overexpression of MSL1 and MSL2 can overcome a lack of roX RNAs (Oh et al., 2003). Consequently, the co-binding of MSL1 and MSL2 to the X chromosome is partially restored, and the viability of males is increased. We also found that the overexpression of MSL2 partially restores the viability of males expressed MSL1^GS^. Probably, a high concentration of MSL2 increases the likelihood of interaction with MSL1^GS^ without the help of roX RNAs.

**Figure 8.**
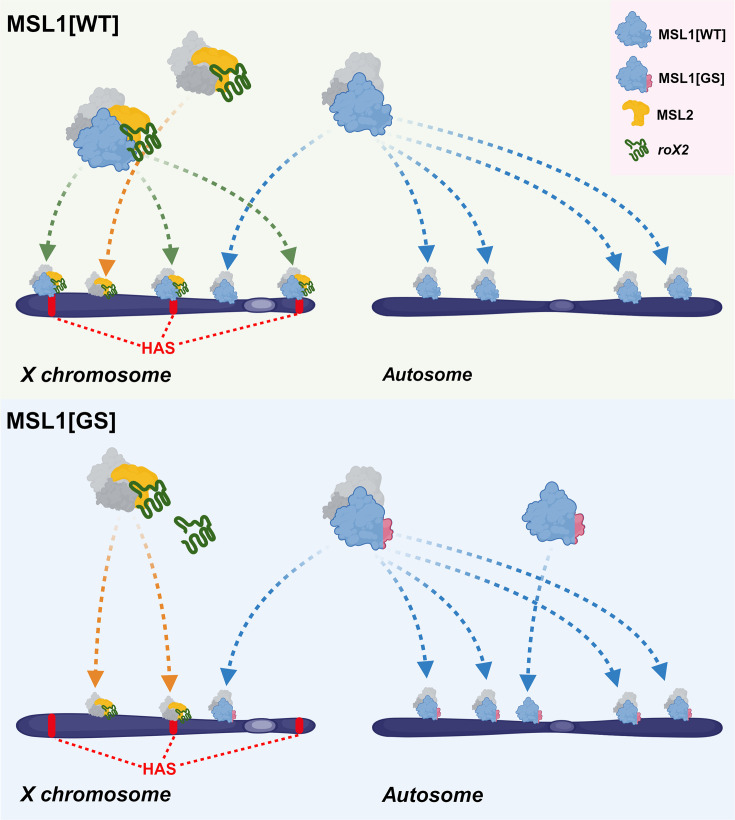
Schematic representation of male-specific lethal (MSL) complex recruiting to chromatin. The difference in the principles of recruitment of a complex containing wild-type MSL1 protein (MSL1[WT]) and a complex containing MSL1 with a mutant N-terminus is shown (MSL1[GS]). This figure was created using BioRender.com.

The MSL1^GS^ and MSL1^Δ41-85^ variants can efficiently heterodimerize with MSL1^WT^, suggesting that efficient MSL1 dimerization does not require roX RNAs. Thus, the interaction of MSL2 with the MSL1 dimer is a critical step in the organization of the MSL complex, which is accelerated in the presence of roX RNA.

The structure of the complex has only been determined for human MSL1 and MSL2 (Hallacli et al., 2012), for which the interaction does not require an RNA mediator (Wu et al., 2011). In contrast, mutagenic analysis showed that in *Drosophila*, MSL2 preferentially interacts with the MSL1 coiled-coil domain via its RING finger (Copps et al., 1998). Thus, it is possible that interaction between MSL1 and MSL2 in *Drosophila* is weaker and requires roX RNAs for efficient association. Similar to the MSL1^GS^ mutant, it has also been shown (Hallacli et al., 2012) that a mutant MSL1 dimer that has lost the ability to interact with MSL2 cannot effectively bind to the X chromosome.

Generally, our results are consistent with the model (Valsecchi et al., 2021; Villa et al., 2021) according to which roX RNAs provide efficient assembly of the MSL complex, which has a high affinity for HAS on the X chromosome. This process occurs through specific interactions of roX RNAs with MSL1, MSL2, MLE, and possibly MSL3 and MOF. The inability of MSL1^GS^ to interact with roX RNA disrupts the formation of the MSL complex. Consequently, individual MSL proteins independently bind to regulatory elements (mainly promoters) or integrate into alternative transcription complexes. In general, the functions of roX RNA resemble the activity of the X inactive-specific transcript (Xist) in mammals, which specifically interacts with repression complexes involved in X chromosome inactivation (Brockdorff et al., 2020; Jacobson et al., 2022). In addition, Xist specifically targets repression complexes to the inactive X chromosome. However, for *Drosophila*, the significance of roX RNAs in specific MSL recruitment to the X chromosome remains an open question requiring further examination.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Drosophila melanogaster*)	86Fb	Bloomington *Drosophila* Stock Center	BDSC: 23648	P{ry[+t7.2]=hsp70-FLP}1, y[1] w[*]; M{3xP3-RFP.attP}ZH-86Fb; M{RFP[3xP3.PB] GFP[E.3xP3]=vas int.B}ZH-102D
Genetic reagent (*D. melanogaster*)	CyO, GFP	Bloomington *Drosophila* Stock Center	BDSC: 9325	w[1118]; sna[Sco]/CyO, P[ActGFP.w-]CC2
Genetic reagent (*D. melanogaster*)	y[1] w[1118]	Bloomington *Drosophila* Stock Center	BDSC: 6598	y[1] w[1118]
Genetic reagent (*D. melanogaster*)	*msl-2^WT^-FLAG*	This lab (Tikhonova et al., 2019)	N/A	*Ubi:msl-2WT-FLAG*
Genetic reagent (*D. melanogaster*)	msl-1^L60^	donated by M. Kuroda	N/A	msl-1^L60^ /CyO
Genetic reagent (*D. melanogaster*)	msl-1^γ269^	donated by J. Lucchesi	N/A	
Genetic reagent (*D. melanogaster*)	Ubi-msl-1*	This paper	N/A	Ubi-msl-1* transgenes are described in Materials and Methods
Cell line (*D. melanogaster*)	S2	*Drosophila* genomics resource center	DGRC Stock 181; https://dgrc.bio.indiana.edu//stock/181; RRID:CVCL_Z992	FlyBase symbol: S2-DRSC.
Antibody	anti-MSL1 (rabbit polyclonal)	This lab	N/A	MSL1[423–1030] IF (1:500) ChIP (1:200) WB (1:500) IP (1:200)
Antibody	rabbit anti-MSL2 (rabbit polyclonal)	This lab	N/A	MSL2[421-540] IF (1:500) ChIP (1:100) WB (1:500)
Antibody	rabbit anti-MSL3 (rabbit polyclonal)	This lab	N/A	ChIP (1:200) WB (1:500)
Antibody	anti-FLAG clone M2 (mouse monoclonal)	Sigma, USA	F3165	IF (1:100) WB (1:1000) IP (1:200)
Antibody	anti-HA clone HA-7 (mouse monoclonal)	Sigma, USA	H9658	IF (1:50) WB (1:500) IP (1:200)
Antibody	anti-lamin Dm0 clone ADL84.12 (mouse monoclonal)	DSHB, USA	ADL84.12	WB (1:3000)
Antibody	anti-FLAG-HRP (mouse monoclonal)	Sigma, USA	A8592	WB (1:1000)
Antibody	anti-mouse Alexa Fluor 555 (goat polyclonal)	Thermo Fisher Scientific, USA	A28180	IF (1:2000)
Antibody	goat anti-rabbit Alexa Fluor 488 (goat polyclonal)	Thermo Fisher Scientific, USA	A11008	IF (1:2000)
Chemical compound, drug	Pierce 16% Formaldehyde (w/v), Methanol-free	Thermo Fisher Scientific, USA	28906	
Chemical compound, drug	CNBr-activated Sepharose	Cytiva, UK	GE17-0430-01	
Chemical compound, drug	Aminolink Plus Coupling Resin	Thermo Fisher Scientific, USA	20505	
Chemical compound, drug	TRI-reagent	MRC, USA	TR 118	
Chemical compound, drug	Ribonucleoside Vanadyl Complex	NEB, USA	S1402S	
Chemical compound, drug	Nuclease-free BSA	Sigma, USA	126609	
Chemical compound, drug	Phase Lock Gel, QuantaBio - 2302830, Phase Lock Gel Heavy	VMR, USA	10847–802	
Chemical compound, drug	Ampure Xp beads	Beckman Coulter, USA	A63881	
Chemical compound, drug	Diamant TaqA Hot-start polymerase	Belbiolab, Russia	E-TAP	
Chemical compound, drug	Dynabeads Protein A	Thermo Fisher Scientific, USA	10008D	
Chemical compound, drug	DAPI	Applichem, Germany	A1001	
Chemical compound, drug	MACSFectin	Miltenyi Biotec, USA	130-098-410	
Chemical compound, drug	SFX-Insect Cell Culture Media	HyClone, USA	SH30278	
Chemical compound, drug	anti-HA magnetic beads	Thermo Fisher Scientific, USA	88836	
Chemical compound, drug	anti-FLAG magnetic beads	Sigma, USA	M8823	
Chemical compound, drug	mouse IgG magnetic beads	NEB, USA	S1431	
Chemical compound, drug	Halt Protease Inhibitor Cocktail	Thermo Fisher Scientific, USA	78438	
Chemical compound, drug	Calbiochem Complete Protease Inhibitor Cocktails V	Merck, USA	539137	
Chemical compound, drug	Calbiochem Complete Protease Inhibitor Cocktails VII	Merck, USA	539138	
Sequence-based reagent	Oligonucleotides used are listed in ‘Supplementary file 1'	Evrogen, Lytech, DNA synthesis		
Commercial assay or kit	Crescendo Western Blotting substrate	Merck, USA	WBLUR0100	
Commercial assay or kit	ChIP DNA Clean&Concentrator kit	Zymo Research, USA	D5205	
Commercial assay or kit	NEBNext Ultra II DNA Library Prep Kit for Illumina	NEB, USA	E7645L	
Commercial assay or kit	Qubit dsDNA HS Assay Kit	Life Technologies Corporation	Q32851	
Software, algorithm	ImageJ 1.54 f and Fiji bundle 2.14.0	Schindelin et al., 2012	N/A	fiji.sc
Software, algorithm	cutadapt	Martin, 2011	N/A	
Software, algorithm	Bowtie version 2	Langmead and Salzberg, 2012	N/A	
Software, algorithm	deepTools	Ramírez et al., 2014	N/A	
Software, algorithm	Picard	http://broadinstitute.github.io/picard/	N/A	
Software, algorithm	MACS version 2	Zhang et al., 2008	N/A	
Software, algorithm	R version 4.2.1	http://www.r-project.org	N/A	
Software, algorithm	ChIPpeakAnno package	Zhu et al., 2010	N/A	
Software, algorithm	ChIPseeker package	Yu et al., 2015	N/A	
Software, algorithm	pheatmap package.	https://github.com/raivokolde/pheatmap; Kolde, 2019	N/A	
Software, algorithm	Gviz	Helaers et al., 2011	N/A	
Other	100 µm MACS SmartStrainers	Miltenyi Biotec, USA	130-110-917	
Other	70 µm MACS SmartStrainers	Miltenyi Biotec, USA	130-110-916	

### Plasmid construction

PCR-directed mutagenesis was used to make constructs with deletion variants of MSL1 (corresponding primers are given in Supplementary file 1). Different full-sized variants of MSL1 were cloned into an expression vector containing *attB* site for φC31-mediated recombination, *Ubi-p63E* promoter with its 5’UTR, 3’UTR with SV40 polyadenylation signal, intronless *yellow* gene as a reporter for detection of transformants (Figure 1—figure supplement 2).

### Fly crosses and transgenic lines

*Drosophila* strains were grown at 25 °C and 75% humidity under standard culture conditions. The transgenic constructs were injected into pre blastoderm embryos using the φC31-mediated site-specific integration system at locus 86Fb (Bischof et al., 2007). The emerging adults were crossed with the *y ac w^1118^* flies, and the progeny carrying the transgene in the 86Fb region were identified by *y^+^* pigmented cuticle.

The *msl-1^-^* background corresponds to *msl-1^γ269^/msl-1^L60^* heterozygote. The *msl-1*^L60^*/CyO* (Chang and Kuroda, 1998) and *msl-1*^γ269^*cn^1^bw^1^/CyO* (Palmer et al., 1993) stocks with the null *msl-1* mutations were kindly donated by M. Kuroda and J. Lucchesi. The *w[1118]; sna[Sco]/CyO, P[ActGFP.w^-^]CC2* stock no. 9325 was obtained from the Bloomington stock center. To access the viability of males carrying MSL1 variants (MSL1*, MSL1^Δ1-15^, MSL1^Δ41-85^, and MSL1^Δ1-85^), 2–3 days old virgin *msl-1^L60^/CyO*, GFP; Ubi-msl-1*/ Ubi-msl-1* females were crossed with 2–3 days old *msl-1*^γ269^*/CyO*, GFP; Ubi-msl-1*/Ubi-msl-1* males. Ubi-msl-1* is any transgene expressing one of the tested MSL1 variants. *msl-1*^L60^/*msl-1*^γ269^; Ubi-msl-1*/Ubi-msl-1* males and *msl-1*^L60^/*msl-1*^γ269^; Ubi-msl-1*/Ubi-msl-1* females were counted after hatching. The percentage of male viability with different Ubi-msl-1* transgenes was estimated by taking the viability of females as 100%. The viability of males carrying MSL1 variants (MSL1*, MSL1^WT^, MSL1^Δ66-85^ and MSL1^Δ24-39^) was tested in *msl-1^L60^/msl-1*^γ269^; Ubi-msl-1*/Ubi-msl-1* lines.

To assess the viability of females expressed MSL2 and one of MSL1 variants (MSL*), 2–3 days old virgin Ubi-msl-1*/Ubi-msl-1* females were crossed with 2–3 days old *Ubi:msl-2^WT^-FLAG/TM6,T* viability was estimated by taking the viability of Ubi-msl-1*/TM6, Tb females as 100%.

To assess the role of MSL1 variants in the binding of MSL complex to polytene chromosomes, 2–3 days old virgin *msl-1*^L60^/*msl-1*^γ269^; Ubi-msl-1*/Ubi-msl-1* females were crossed with 2–3 days old *msl-1*^L60^/*CyO, GFP; Ubi:msl-2^WT^-FLAG/ TM6, Tb* males. *msl-1*^L60^/*msl-1*^γ269^; Ubi-msl-1*/ *Ubi:msl-2^WT^-FLAG* larvae were selected for further study.

*b* males. *Ubi:msl-2^WT^-FLAG* is transgene (86Fb) expressing the MSL2 cDNA under the control of the Ubi-p63E promoter at the 86F8 site (Tikhonova et al., 2019). The percentage of *Ubi:msl-2^WT^-FLAG* /Ubi-msl-1* female.

### Protein extract preparation

Twenty adult flies were cooled in liquid nitrogen, and homogenized for 30 s with a pestle in 200 μL of extraction buffer (20 mM HEPES, pH 7.5, 100 mM KCl, 5% glycerol, 10 mM EDTA, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS, 1 mM DTT, 5 mM PMSF, and 1:100 Calbiochem Complete Protease Inhibitor Cocktails VII and V) and incubated on ice for 10 min. The suspension was sonicated in a Bioruptor (Diagenode, USA) for 3 min on setting H, 15 s ON/45 s OFF. Then 4 x SDS-PAGE sample buffer was added to the homogenate. Extracts were incubated for 10 min at 100 °C, centrifuged at 16,000 x g for 5 min, and loaded on a 6% SDS-PAGE gel.

### Immunostaining of polytene chromosomes

*Drosophila* hird instar larvae were cultured at 18 °C under standard conditions. Immunoblot analysis showed that the expression of MSL1 and MSL2 under the control of the *Ubi-p63E* promoter is significantly increased at 18 °C compared to 25 °C (Figure 1—figure supplement 3B). Polytene chromosome staining was performed as described (Murawska and Brehm, 2012). The following primary antibodies were used: rabbit anti-MSL1 at 1:500 dilution, rabbit anti-MSL2 at 1:500 dilution, mouse anti-HA at 1:50 dilution, and mouse anti-FLAG at 1:100 dilution. The secondary antibodies were Alexa Fluor 488 or 555 goat anti-rabbit and anti-mouse, at 1:2000 dilution (Invitrogen). The polytene chromosomes were co-stained with DAPI (AppliChem). Images were acquired on the Nikon Eclipse T*i* fluorescent microscope using Nikon DS-Qi2 digital camera, processed with ImageJ 1.54 f and Fiji bundle 2.14.0. 3–4 independent staining and 4–5 samples of polytene chromosomes were performed with each MSL1-expressing transgenic line. Images of stretched chromosomes are obtained as follows: based on the DAPI channel, a chromosome trace is created using the ‘Segmented line’ tool, the thickness is selected (‘Edit-Selection-Properties’), saved as ‘Selection’ in.roi format. This file is opened on top of the desired channel image, and the ‘Edit-Selection-Straighten’ commands are applied.

### Co-immunoprecipitation assay

*Drosophila* S2 cells (obtained from DGRC, Stock 181; https://dgrc.bio.indiana.edu//stock/181) grown in SFX medium (HyClone) at 25 °C were co-transfected by plasmid expressing MSL1*–3xHA and plasmid expressing MSL2-3xFLAG with MACSFectin (Miltenyi Biotec), as recommended by the manufacturer. After transfection, the cells were incubated for 48 hr, washed once with cold 1x PBS, and resuspended in 20 packed cell volumes of hypotonic lysis buffer (20 mM Tris-HCl, pH 7.4, with 10 mM KCl, 10 mM MgCl2, 2 mM EDTA, 10% glycerol, 1% Triton X-100, 1 mM DTT, 0.5 mM PMSF and Halt Protease Inhibitor Cocktail). After incubation on ice for 10 min, the cells were sonicated in a Bioruptor (Diagenode, USA) for 2 min on setting L, 15 s ON/45 s OFF, NaCl was added to a final concentration of 420 mM, and incubation on ice continued for 60 min, with periodic mixing. Sonication was repeated as above to reduce viscosity, cell debris was pelleted by centrifugation at 10,000 g for 30 min at 4 °C, and the supernatant was collected for immunoprecipitation with anti-FLAG, anti-HA, and mouse IgG magnetic beads equilibrated in incubation buffer-150 (20 mM Tris-HCl, pH 7.4, with 150 mM NaCl, 10 mM MgCl2, 1 mM EDTA, 1 mM EGTA, 10% glycerol, and 0.1% NP-40). The protein extract (50 μg protein) was adjusted to a volume of 200 µL with buffer-150, mixed with magnetic beads (15 μL), and incubated on a rotary shaker overnight at 4 °C. The beads were then washed with five portions of buffer-150, resuspended in SDS-PAGE loading buffer, boiled, and analyzed by immunoblotting with anti-FLAG-HRP antibodies (Sigma) antibodies. Proteins were detected using the Crescendo Western Blotting substrate (Millipore).

### RNA immunoprecipitation assay

To prepare the samples, 100 mg of adult flies were ground in a mortar in liquid nitrogen and resuspended in 0.5 mL of VNC-hypotonic lysis buffer (20 mM Tris-HCl, pH 7.4, with 10 mM KCl, 10 mM MgCl2, 10% glycerol, 1% Triton X-100, 1 mM DTT, 0.5 mM PMSF, 2 mM Ribonucleoside Vanadyl Complex, and 1xHalt Protease Inhibitor Cocktail). The suspension was homogenized in a Dounce (loose pestle, 20 strokes) homogenizer and filtered through 100 µm MACS SmartStrainers (Miltenyi Biotec, United States). After incubation on ice for 10 min, the suspension was sonicated in a Bioruptor (Diagenode, USA) for 3 min on setting L (15 s ON/45 sec OFF). NaCl was added to a final concentration of 420 mM, and the suspension was incubated on ice for an additional 60 min with periodic mixing. Sonication was repeated as above to reduce viscosity. Cell debris was pelleted by centrifugation at 10,000 g for 30 min at 4 °C, and the supernatant was collected for subsequent immunoprecipitation. The RNA-protein extracts were diluted to 150 mM of NaCl with VNC-incubation buffer-0 (20 mM Tris-HCl, pH 7.4, 10 mM MgCl2, 10% glycerol, 0.1% NP-40, 0.5 mM PMSF, 2 mM Ribonucleoside Vanadyl Complex, and 1xHalt Protease Inhibitor Cocktail). Rabbit anti-MSL1 (1:200) and non-specific IgG were incubated for 1 hr at room temperature with 20 µL aliquots of Protein A Dynabeads (Thermo Fisher, USA) mixed with 200 µL of PBST. The antibody–Dynabead complexes were then washed and equilibrated in VNC-incubation buffer-150 (20 mM Tris-HCl, pH 7.4, 150 mM NaCl, 10 mM MgCl2, 10% glycerol, 0.1% NP-40, 0.5 mM PMSF, 2 mM Ribonucleoside Vanadyl Complex, and 1xHalt Protease Inhibitor Cocktail). The RNA-protein extracts (10% aliquots were stored as input material for subsequent protein and RNA extractions) were mixed with magnetic beads and incubated on a rotary shaker overnight at 4 °C. The beads were then washed with four portions of VNC-incubation buffer-150 (10% aliquots of supernatants after immunoprecipitation were stored as output material for subsequent protein and RNA extractions). Half of the beads were resuspended in SDS-PAGE loading buffer, boiled, and analyzed by immunoblotting with anti-HA-HRP antibodies (Thermo Fisher, USA). Proteins were detected using the Crescendo Western Blotting substrate (Millipore). The other half of the beads were resuspended in the TRI reagent for subsequent RNA extraction and cDNA synthesis.

### RT-PCR

Total RNA was isolated using the TRI reagent (Molecular Research Center, United States) according to the manufacturer’s instructions. RNA was treated with two units of Turbo DNase I (Ambion) for 30 min at 37 °C to eliminate genomic DNA. The synthesis of cDNA was performed according to the manufacturer’s instructions using 1 μg of RNA or entire sample volume after immunoprecipitation, 100 U of EpiScript reverse transcriptase (LGC Biosearch Technologies, UK), and 10 pM of random hexamers as a primer. The amounts of specific cDNA fragments were quantified by real-time PCR. At least three independent measurements were made for each RNA sample. Relative levels of mRNA expression were calculated in the linear amplification range by calibration to a standard genomic DNA curve to account for differences in primer efficiencies. Individual expression values were normalized with reference to *RpL32* mRNA.

### ChIP-seq

Chromatin was prepared from 2–3-day-old adult flies. Samples of 500 mg each of adult flies were ground in a mortar in liquid nitrogen and resuspended in 10 mL of buffer A (15 mM HEPES-KOH, pH 7.6, 60 mM KCl, 15 mM NaCl, 13 mM EDTA, 0.1 mM EGTA, 0.15 mM spermine, 0.5 mM spermidine, 0.5% NP-40, 0.5 mM DTT) supplemented with 0.5 mM PMSF and Calbiochem Complete Protease Inhibitor Cocktail V. The suspension was then homogenized in a Potter (10 strokes) and subsequently in a Dounce (tight pestle, 15 strokes) homogenizers and filtered through 70 µm MACS SmartStrainers (Miltenyi Biotec, United States). The homogenate was cross-linked with 1% formaldehyde for 15 min at room temperature. Cross-linking was stopped by adding glycine to a final concentration of 125 mM. The nuclei were washed with three 10 mL portions of wash buffer (15 mM HEPES-KOH, pH 7.6, 60 mM KCl, 15 mM NaCl, 1 mM EDTA, 0.1 mM EGTA, 0.1% NP-40, protease inhibitors) and one 5 mL portion of nuclear lysis basic buffer (15 mM HEPES, pH 7.6, 140 mM NaCl, 1 mM EDTA, 0.1 mM EGTA, 1% Triton X-100, 0.5 mM DTT, 0.1% sodium deoxycholate, and protease inhibitors), and resuspended in 1 mL of nuclear lysis buffer (15 mM HEPES, pH 7.6, 140 mM NaCl, 1 mM EDTA, 0.1 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.5% SLS, 0.1% SDS, 0.5 mM PMSF, Calbiochem Complete Protease Inhibitor Cocktail V). The suspension was incubated for 30 min at 4 °C and then sonicated with Covaris ME220 focused-ultrasonicator (50 alternating 15 s ON and 45 s OFF intervals, at 6 °C, peak power 75.0, duty % factor 25, cycles/burst 1000), and 50 µL aliquots were used to test the extent of sonication and to measure DNA concentration. Chromatin was then transferred to 1.5 ml-Eppendorf tubes and centrifuged at 14,000 rpm for 10 min at 4 °C. Finally, supernatants were pooled, aliquoted, and frozen in liquid nitrogen.

For immunoprecipitation chromatin was pre-cleared with Protein A Dynabeads (Thermo Fisher, USA), blocked with 0.5% BSA. Corresponding antibodies were incubated for 1 hr at room temperature with 20 µL aliquots of Protein A (rabbit anti-MSL1, 1:200; anti-MSL2, 1:100; anti-MSL3, 1:200; rabbit non-specific IgG) mixed with 200 µL of PBST. Then antibody–Dynabead complexes were washed and equilibrated in nuclear lysis buffer. Chromatin samples containing 10–20 µg of DNA equivalent in 200 µL nuclear lysis buffer (2 µL aliquots of pre-cleared chromatin as input material) were incubated overnight at 4 °C with antibody–Dynabead complexes. After three rounds of washing with lysis buffer supplemented with 500 mM NaCl and TE buffer (10 mM Tris-HCl, pH 8; 1 mM EDTA), the DNA was eluted with elution buffer (50 mM Tris-HCl, pH 8.0; 1 mM EDTA, 1% SDS), treated with RNase A for 30 min and proteinase K overnight, incubated at 65 °C for 6 hr and extracted with ChIP DNA Clean&Concentrator kit (Zymo Research, USA).

The ChIP-seq libraries were prepared with NEBNext Ultra II DNA Library Prep kit, as described in the manufacturer’s instructions. In short, eluted DNA was end-repaired, and terminal adenosine residues were added using the NEBNext reagents. Indexed adapters were ligated, after which the material was size selected at ~200–600 bp with Ampure XP beads (Beckman Coulter). PCR amplification was performed using NEB primers for 15–16 cycles using the Q5 Hot Start HiFi PCR Master Mix (NEB). The PCR-amplified library was purified using Ampure XP beads and its quality was assessed on a Bioanalyzer 2100 system (Agilent). Diluted libraries were clustered on a pair-read flowcell and sequenced using a NovaSeq 6000 system (Illumina) (using «Genetiсo» facility).

### ChIP-seq data processing and sequence analysis

All ChIP-seq raw data were presented as two biological replicates with paired-end reads (except MSL1 M1[wt]♂), for which only one biological replicate was obtained. Trimming and mapping were performed using cutadapt software (Martin, 2011) and Bowtie version 2 (Langmead and Salzberg, 2012), as described previously (Sabirov et al., 2021). The dm6 version of the *Drosophila melanogaster* genome was used as a reference genome. After merging replicates, coverage tracks (BedGraph) were obtained using the deepTools (Ramírez et al., 2014) bamCoverage function, with bin widths of 10 bp and extendReads option and normalized by reads per kilobase of the transcript, per million mapped reads (RPKM). Raw and processed data were deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE243396.

Peak calling was performed for MSL proteins from flyes of ♂M1[wt] and ♀ M1[wt]+MSL2 lines, as described previously (Sabirov et al., 2021). Briefly:

1. duplicates were removed with Picard (http://broadinstitute.github.io/picard/);
2. blacklist filtration was performed;
3. peak calling was performed using MACS version 2 against nonspecific IgG (Zhang et al., 2008), with a soft p-value threshold of 1×10^−2^ for further irreproducible discovery rate (IDR) analysis.

Reproducibility was assessed using the IDR pipeline, with p-value thresholds of 0.05 for true replicates and 0.01 for pseudoreplicates. All samples showed ideal reproducibility both the rescue ratio (RR) and self-consistency ratio (SR) were less than 2; thus, an ‘optimal’ set of highly-reproduced peaks was chosen for each sample.

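In the authors' deposited tables, 5 of the 6 lists have the 20 columns of IDR output. The list of MSL1 in M1[WT] males, from the single replicate, has the 10 columns of MACS2 output and no IDR value. The highest IDR in the authors' deposited table was 0.0496 for MSL1 in M1[WT]+MSL2 females and 0.0500 for MSL2 and MSL3 in males, and 0.00999 and 0.00998 for MSL2 and MSL3 in females. Between the 2 inputs of the IDR step, Spearman's rho of −log10 p across peaks, computed from the authors' deposited table, was 0.925 for MSL1, 0.765 for MSL2 and 0.842 for MSL3 in females, and 0.966 for MSL2 and 0.947 for MSL3 in males. These peaks had passed the IDR threshold, so the values describe the retained peaks alone. By their highest IDR, the lists of MSL2 and MSL3 in females end at the threshold that the methods give for pseudoreplicates, and the other 3 at that for true replicates. The inputs themselves are not named. If those of MSL2 and MSL3 in females are pseudoreplicates, their rho does not measure the agreement of biological replicates. These values were therefore not compared with the other 3. In the authors' deposited table of each female list, 100% of peaks have the position and p of the first input. In the male lists of MSL2 and MSL3, 0.458% and 0.620% of peaks have its position. The lowest −log10 p in the authors' deposited table was 1.00, 1.01 and 1.06 for MSL1, MSL2 and MSL3 in males, and 8.90, 10.1 and 9.10 in females. In the male MSL1 list, 3406 peaks (15.5%) had a −log10 p under 2. The X chromosome held 57.7% of the MSL1 peaks in females (95% interval 54.4 to 60.9), 64.1% of MSL2 (62.2 to 66.0) and 71.2% of MSL3 (68.8 to 73.4). In males it held 19.6% (19.1 to 20.2), 38.5% (37.3 to 39.7) and 29.8% (28.7 to 31.0). Among the 905 strongest peaks, the male share was 64.5% for MSL1, 45.9% for MSL2 and 67.5% for MSL3. The female share was then 57.7%, 57.8% and 65.3%, so at equal length it was the higher one for MSL2 alone.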

Further analysis was performed in R version 4.2.1 (http://www.r-project.org). Colocalization analysis was performed using the ChIPpeakAnno package (Zhu et al., 2010). Average signal calculation and heatmaps were constructed using the ChIPseeker package (Yu et al., 2015).

HAS regions for which ChIP-seq signal enrichment was calculated were obtained by combining HAS variants from three different studies (Alekseyenko et al., 2008; Ramírez et al., 2015; Straub et al., 2008). Only HAS regions located on the X chromosome were considered in this analysis, resulting in 301 HAS regions (Figure 5—source data 1). 

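Of the 301 regions, 104 are points of 1 bp. The other 197 have a median length of 1299 bp, and the longest spans 9121 bp. Some regions adjoin each other, with 8 pairs of neighbors at most 2 bp apart, and joining regions within 500 bp leaves 284. A peak within 500 bp was found in all 6 lists at 183 regions and in none of the lists at 13. Of these 13 regions, chosen after their values were seen, 8 lie in or beside the paralogous genes *HIP-R* and *HIP*, between 3790277 and 3801852 on the X chromosome of dm6. Windows of 500 bp around the regions had a near-identical copy elsewhere in dm6 (98% identity over 80% of the window) for 6 of the 13 regions and for 1 of the other 288.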

For Figure 5—figure supplements 1A and 2A visualization 10% autosomal regions from ♂M1[wt] with the highest log p-value were chosen for every MSL protein (MSL1 - 671, MSL2 - 288, MSL3 - 185 peaks).

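The male lists hold 17624 autosomal peaks of MSL1, 3743 of MSL2 and 4289 of MSL3. Taking 10% of the autosomal peaks with the highest −log10 p gave 1762 peaks for MSL1, 374 for MSL2 and 429 for MSL3. Taking instead 10% of all peaks of a list and keeping those on autosomes, an alternative chosen after the values were seen, gave 920, 288 and 185 peaks. The strongest autosomal peak of MSL1 in males spans 21579590 to 21580831 on 3R, with its summit in a coding exon of *InR* and a 39.2-fold enrichment. For MSL2 it spans 2196139 to 2199508 on 2L, with its summit in an intron of *COX7AL2* and a 34.0-fold enrichment. For MSL3 it spans 16930312 to 16931038 on 3L, with its summit in a coding exon of *CG11905* and a 41.5-fold enrichment, and it is the strongest peak of the whole list.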

To investigate MSL binding for female fly lines at different genomic locations, a list of unique MSL1, MSL2 peaks for ♀ M1[wt]+MSL2 fly line was generated using findOverlapsOfPeaks function (maxgap = 500). This list was subdivided into two groups, according to the mean logFC between protein signal and control at 500 bp region around the center of each peak: ‘MSL1 alone’ (MSL1 >threshold, MSL2 <threshold, threshold = 0.2) and ‘MSL1 and MSL2 overlapping’ (MSL1 >threshold, MSL2 >threshold, threshold = 0.4). For ‘MSL1 alone’ only peaks not overlapping with HAS were chosen (AUT +X) and for ‘MSL1 MSL2 overlapping’ X-associated peaks were selected (HAS +X). Regions were hierarchically clustered using hclust (method = ‘ward.D2’) and subdivided into a chosen number of clusters (Figure 6—source data 1) using the cutree function from package stats. Cluster visualization was made with the pheatmap package (https://github.com/raivokolde/pheatmap, copy archived at Kolde, 2019). Gviz (Helaers et al., 2011) was used for genomic track visualization.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE243396. The following dataset was generated: MaksimenkoO Revel-MurozA 2024N-terminus of *Drosophila* MSL1 is critical for dosageNCBI Gene Expression OmnibusGSE24339610.7554/eLife.93241PMC1165877239699942

# Supplementary material for: N-terminus of Drosophila melanogaster MSL1 is critical for dosage compensation
**Source:** eLife. 2024 Dec 19;13:RP93241. doi: 10.7554/eLife.93241
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | **Data availability**  NGS data have been deposited at the NCBI Gene Expression Omnibus (GEO) under accession number GSE243396. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | **Materials and methods: Key resources table** |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | **Supplement Table 1** |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | **Materials and methods: Key resources table** |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | **Materials and methods: Key resources table** |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. | **Materials and methods: Key resources table, Fly crosses and transgenic lines** |  |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). | **not applicable** |  |
| Microbes: provide species and strain, unique accession number if available, and source. | **not applicable** |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | **not applicable** |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. | **not applicable** |  |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | **not applicable** |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | **Figure 1 – Source data 3, Figure 3 – Source data 3, Figure 3 – Source data 4** |  |
| Randomisation | **not applicable** |  |
| Blinding | **not applicable** |  |
| Inclusion/exclusion criteria | **not applicable** |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | **Figure 1 – Source data 3, Figure 3 – Source data 3, Figure 3 – Source data 4**  **Materials and methods: Immunostaining of polytene chromosomes, RT-PCR** |  |
| Define whether data describe technical or biological replicates. | **Figure 1 – Source data 3, Figure 3 – Source data 3, Figure 3 – Source data 4**  **Materials and methods: Immunostaining of polytene chromosomes, RT-PCR** |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | **not applicable** |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | **not applicable** |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. | **not applicable** |  |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. | **not applicable** |  |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | **not applicable** |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | **Materials and methods: RT-PCR, ChIP-seq data processing and sequence analysis** |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | **Data availability**  NGS data have been deposited at the NCBI Gene Expression Omnibus (GEO) under accession number GSE243396. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | **Data availability**  NGS data have been deposited at the NCBI Gene Expression Omnibus (GEO) under accession number GSE243396. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | **Materials and methods: ChIP-seq data processing and sequence analysis** |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | **not applicable** |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | **not applicable** |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | **Materials and methods: ChIP-seq data processing and sequence analysis** |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | **not applicable** |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

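The deposited data used here are 6 lists of ChIP-seq peaks, for MSL1, MSL2 and MSL3 in M1[WT]+MSL2 females and in M1[WT] males of *Drosophila melanogaster*. They come from 11 of the 42 libraries that the sample labels describe. Each list comes from 2 biological replicates, except that of MSL1 in M1[WT] males, which comes from 1. Libraries of control flies without transgenes, of females with mutant MSL1 and of IgG, and all coverage tracks and reads, were not used here.

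The authors trimmed reads with cutadapt, mapped them with Bowtie 2 to dm6, removed duplicates with Picard, filtered a blacklist, called peaks with MACS2 against nonspecific IgG and, for 5 of the lists, ran IDR on 2 inputs. The female lists have the positions and −log10 p of the first input, the male MSL2 and MSL3 lists for the most part do not, so widths, coverage and ranks come from lists built differently in the sexes. The lists of MSL2 and MSL3 in females end at the IDR threshold that the methods give for pseudoreplicates, and the other 3 at that for true replicates. In the deposited lists each peak has a position, a score (made from the IDR in the IDR lists, and 10 times −log10 p in the MACS2 list), a fold enrichment over IgG at the summit, which is a ratio, a −log10 p and a −log10 q, and a summit offset in bp. The score, the ratio, the −log10 p and the offset were checked against the form of IDR and MACS2 output. They are the authors' values and were used only to describe, filter or rank peaks within a list. The IDR columns and the −log10 p of the IDR inputs were read only to describe the lists, and a copy of the summary values was kept as the authors' deposited values. No read numbers are given, so the depth behind each peak is unknown. Precision is given as 95% Wilson intervals across sites and cannot cover the variation between flies.

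The positions of the 301 HAS were taken from Figure 5—source data 1 and those of the 220 regions with MSL1 and MSL2 and of the 320 regions with MSL1 alone from Figure 6—source data 1. Genes and transcription start sites came from Ensembl release 115, whose assembly has the coordinates of dm6. The 6 chromosome arms 2L, 2R, 3L, 3R, 4 and X were used for start sites, 23581 in all, and the X chromosome of 23542271 bp for rotations.

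A site was counted as having a peak where a peak lay within 500 bp. Peaks were used as deposited, and regions are peaks joined where they overlap. A promoter is the sequence within 500 bp of a start site. Shares of HAS with a peak were compared with 100000 rotations of all HAS along the X chromosome (one-sided permutation test). The male and female lists of a protein were compared with an exact McNemar test, and the ranks of shared HAS with Spearman's rho and a permutation test. Coverage within 10 kb of HAS was compared with a sign-flip permutation test over 196 windows. Pairs of proteins were compared with Fisher's exact test across HAS or across 14640 autosomal promoters. The 2 clusters of the paper's 220 regions were compared in the male lists with a permutation test of the mean percentile. Regions without a peak entered at the bottom of the scale, below every peak. Benjamini-Hochberg adjustment was made within each family of comparisons, and the threshold was 0.05.

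The tests, the main settings and most alternatives were set before the data were examined. The alternatives were a gap of 0 or 1000 bp, the 50% of peaks with the highest −log10 p, lists of equal length (905 peaks), joined HAS, the summit in place of the edge of a peak, start sites in place of rotations, ranks by fold enrichment, promoters of 1000 or 3000 bp, windows of 5 or 3 kb or without the central 500 bp, all sequences other than the X chromosome, and regions in place of peaks. Added after the data were examined were a −log10 q of at least 2, and 10% of all peaks of a list in place of 10% of its autosomal peaks. Their effect is given in the closing section.

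The genes and sites named in the text were set beforehand as *roX1*, *roX2*, *Pp2C1*, the other genes that the paper's figures name, and the strongest peak on the X chromosome and on the autosomes of each list. Others are marked where they appear.

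Near-identical copies were sought with blastn at 98% identity over 80% of a sequence, and at 95% and 90% identity as an addition. A GA repeat is 8 alternating bases of G and A on either strand within 100 bp of a summit, compared with the same summits moved by 5 kb. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, bedtools 2.31.1 and blastn 2.17.0 were used. The functions were tested on simulated data: overlaps were compared with those of bedtools, and each permutation test was run on 40 data sets without and 40 with a planted effect; all 9 tests passed.

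Left out were the average signal and logFC of the paper's heatmaps, which need coverage tracks, and everything that compares MSL1 variants, since the peak lists cover wild-type MSL1 only.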

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

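The tests of list length below, and the comparison of the X chromosome with the autosomes, were chosen only after the results were seen. The other tests were set before their own results were seen.

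The excess of MSL3 over the other 2 proteins in the sequence around HAS, in percentage points, differed between the sexes. All 3 proteins covered more of this sequence in males. Relative to MSL1 coverage, the MSL3 excess with the full lists was smaller in males, and no ratio of coverages was tested. MSL3 coverage exceeded MSL2 coverage by more in M1[WT] males than in M1[WT]+MSL2 females, with a difference of 8.82 percentage points (two-sided sign-flip permutation test over 196 windows, p = 1e-05, the smallest value the test can give; higher in males in 149 windows; adjusted 2e-05 over 2 comparisons). Against MSL1 the difference was 3.30 percentage points (permutation p = 0.00049; higher in males in 121 windows; adjusted 0.00049). Longer male lists were tested as a technical explanation by keeping the 905 strongest peaks of every list. The differences were then 15.9 percentage points against MSL2 and 19.5 against MSL1 (permutation p = 1e-05 for both). With the 50% of peaks with the highest −log10 p they were 16.5 and 6.05. The differences thus remained at equal numbers of peaks, but the cut to 905 is uneven. It removes no female MSL1 peak and most of the 21980 male ones, and it leaves the widths of peaks unequal. What part list length plays is therefore not decided. The IDR threshold was the stricter one, which the methods give for pseudoreplicates, for both MSL2 and MSL3 in females, and MSL1 in males had no IDR step, so the comparison with MSL1 also sets 1 replicate against 2. Peak positions are those of 1 IDR input in the female lists alone, and the effect of this on coverage was not tested. Depth and fragment length are not in the lists and were not tested. A difference between the sexes, or between the lines, in how far MSL3 spreads stays open and may be biological, but it was not tested apart from the technical differences between the lists.

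Most X-linked MSL2 peaks of M1[WT]+MSL2 females lay away from HAS, a set that the paper does not analyse. Of 1577 such peaks, 1217 lay more than 500 bp from every HAS (77.2%, 95% interval 75.0 to 79.2). Their median −log10 p was 15.4, against 33.3 for those at HAS. Among the strongest peaks most X-linked ones lay at HAS. Of the 100 MSL2 peaks of females with the highest −log10 p, 85 lay on the X chromosome and 72 within 500 bp of a HAS. Peaks that do not recur in another line are argued against, since 81.4% of the 1217 had a male MSL2 peak within 500 bp, where rotations gave 23.3% (one-sided permutation p = 6e-05). Binding alike on every chromosome is argued against too, since these peaks were 6.50 times as dense per Mb as MSL2 peaks on autosomes (51.7 against 7.96 per Mb, an exact binomial p too small to be computed). Spread from HAS may account for some of them, since 46.1% lay within 10 kb of a HAS centre, where 10000 rotations gave 20.1% (one-sided permutation p = 0.0004). Exact GA repeats of 8 bases may account for a smaller number. A repeat lay near 6.90% of the summits and near 2.05% of the same summits moved by 5 kb (two-sided Fisher's exact test, p = 5.8e-09); at HAS the share was 15.0%. On autosomes it was 7.74%, against 1.25% for the moved summits, so the repeats do not set these X-linked peaks apart from autosomal ones. Most of the 1217 peaks have no such repeat, but neither do most peaks at HAS. Its absence thus does not rule out a looser GA-rich motif, which was not sought. MSL1 had a peak within 500 bp of 316 of them (26.0%) and MSL3 of 521 (42.8%), and 54.0% lay at promoters. Sequence bias in the reads was not tested.

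The female lists hold 4 peaks on the Y chromosome, which females lack; they are named after their values were seen. The paper's own list of 320 regions with MSL1 alone holds 1 region on the Y chromosome, which its text does not mention. One is an MSL1 peak, from 956815 to 957085, and the other 3 are MSL3 peaks, from 955918 to 956138, 956719 to 957283 and 994459 to 994950. Reads from sequence shared with other chromosomes could give such peaks. At 98% identity, 3 of the 4 had a copy off the Y chromosome over 80% of their length, and the MSL1 peak had one over 69.0%. Such copies are common on the Y chromosome, at 84 of 200 random windows (42.0%; two-sided Fisher's exact test, p = 0.315). At 95% identity, chosen after these values were seen, all 4 peaks and 134 of the random windows had one, and at 90% all 4 and 165. The test separates little, and the peaks are 4, so shared sequence and a mixed sample cannot be told apart here. No biological explanation was tested.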

How the results depend on the processing

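No paired analysis was possible because each deposited list is a single set of peaks per protein and line, whose columns carry no replicate numbers. The 5 lists with IDR columns give a −log10 p for each of 2 inputs, but only at the peaks retained and without naming the inputs, which by their IDR threshold are pseudoreplicates for MSL2 and MSL3 in females, and no result was recomputed from 1 input or with a replicate left out. The alternatives with a −log10 q of at least 2, and with 10% of all peaks, were added after the data were examined, and all others were set before.

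Over all alternatives 220 values were computed. Of these, 29 were identical to the main value and p, mostly because the alternative changes nothing that enters the result, and these say nothing about stability: the gap does not enter the odds ratios at promoters, the −log10 q alternative removes no peak of the female lists, the width of promoters does not enter the number of MSL1 regions without MSL2, and no peaks of a list overlap, so regions equal peaks. A further 156 kept their direction and their side of the threshold or stayed within the interval, or within 1.5 times, of the main value. Of the others, 2 were no longer past the threshold, 5 were reversed and 28 moved. The cause was not tested for any of these, except that shorter lists hold fewer peaks by construction.

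The shares of HAS with a peak stayed past the threshold for all 6 lists under every alternative run, with the highest permutation p at 0.0001. The correlations at HAS ranged from 0.698 to 0.807 for MSL1, 0.804 to 0.864 for MSL2 and 0.474 to 0.725 for MSL3. The number of HAS with MSL1 and MSL2 in females ranged from 157 to 222. The share of MSL1 regions without MSL2 at promoters ranged from 76.6% to 88.8%, and the odds ratios of MSL1 and MSL3 at promoters stayed past the threshold in the 4 alternatives that changed them in females and the 5 in males.

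The difference in HAS with a peak between males and females stayed past the threshold for MSL1 and MSL2. For MSL3 it was 2.66 percentage points (exact p = 0.428) when the summit had to lie within 500 bp of the HAS centre; the cause was not tested. The excess of MSL3 over MSL1 coverage around HAS in females was 0.689 percentage points (permutation p = 0.307) with lists of equal length.

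With the 50% of peaks with the highest −log10 p, X-linked regions with MSL1 and MSL2 in females numbered 241 and MSL1 regions without MSL2 152. The share of peaks on the X chromosome was then 62.5% for MSL1, 57.6% for MSL2 and 64.0% for MSL3 in females, and 27.8% for MSL1 and 42.9% for MSL3 in males. With lists of equal length it was 57.8% for MSL2 and 65.3% for MSL3 in females, and 64.5%, 45.9% and 67.5% for MSL1, MSL2 and MSL3 in males.

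At autosomal promoters in males, the share of MSL1 regions with MSL3 was 32.6% with a gap of 0 bp, 46.8% with 1000 bp, 27.7% with the 50% of peaks with the highest −log10 p, 27.7% with equal lists, 36.8% with promoters of 3000 bp and 48.7% with a −log10 q of at least 2. The share of MSL3 regions with MSL1 was, in the same order, 85.6%, 92.6%, 81.2%, 33.3%, 87.4% and 80.1%. In females, the share of MSL1 regions with MSL3 was 23.5% with equal lists, and that of MSL3 regions with MSL1 was 20.0% with the 50% of peaks with the highest −log10 p.

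Taking 10% of all peaks in place of 10% of autosomal peaks gave 920 autosomal peaks for MSL1 and 185 for MSL3 in males.

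The difference between cluster 2 and cluster 1 in the male lists was reversed for MSL1 with a gap of 0 bp (0.596 percentiles, permutation p = 0.764), with the 50% of peaks with the highest −log10 p (0.229, p = 0.886) and with equal lists (13.1, p = 0.00111), and for MSL3 with the 50% of peaks (0.664, p = 0.761) and with equal lists (1.86, p = 0.639), all in permutation tests. The cause of these reversals was not tested. Regions without a peak counted as percentile 0, and a smaller gap or shorter lists can leave more regions without one. These signs thus do not describe the ranks of peaks alone. For MSL2 the difference kept its direction but not its size. It ranged from 2.12 to 11.6 percentiles, with a highest permutation p of 0.0127.

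The lists give no depth, which limits every comparison between lists: a peak that is missing from a list may lie below its threshold, and with equal lists the difference between males and females in HAS with an MSL1 peak fell to 6.31 percentage points.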

Differences from the paper's values

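The paper gives 671 MSL1 peaks and 185 MSL3 peaks as the 10% of autosomal regions in M1[WT] males with the highest −log10 p. The deposited lists gave 1762 and 429. Counting all sequences other than the X chromosome gave 1766 and 430, and counting regions in place of peaks left the counts at 1762 and 429, since no peaks of a list overlap, so no alternative set before the data were examined closed either gap. Taking 10% of all peaks and keeping those on autosomes, an alternative chosen after seeing the values, gave 185 for MSL3, equal to the paper's value, and 920 for MSL1, which is within 1.5 times the paper's 671 but not equal to it. For MSL2 the same alternative gave 288, equal to the paper's 288, where the main setting gave 374. No setting gave 671 for MSL1, so whether the deposited list of MSL1 in males is the one that the paper counted is unknown, and this doubt bears on every value for MSL1 in males.

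The paper's list of X-linked regions with MSL1 and MSL2 in MSL1 WT females has 220 members, and 433 regions were found here. The paper's list also required an average logFC above a threshold, which was not applied here. Among the alternatives set before the data were examined, the 50% of peaks with the highest −log10 p gave 241 and lists of equal length gave 329, both within 1.5 times the paper's 220, while gaps of 0 and 1000 bp gave 409 and 450, which are not.

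The paper counts 217 of its 220 regions as associated with HAS. All 220 lay within 500 bp of a HAS, and with a gap of 0 bp, set before the data were examined, the count was 217, equal to the paper's.

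The paper states that MSL2 binding was weak or absent at its sites with MSL1 alone. Of these 320 sites, 70 had an MSL2 peak of the same females within 500 bp (21.9%); the strength of binding at these sites was not measured here.

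The paper proposes that MSL1 and MSL3 reach promoters mainly independently. In the peak lists both proteins were found at the same autosomal promoters more often than independent placement gives. The odds ratio was 27.0 in females and 11.5 in males. Most MSL1 regions at promoters had no MSL3 peak (29.6% in females and 39.2% in males had one). The lists of a sex may share an IgG control, and promoter activity was not used. The odds ratios alone thus do not decide how the proteins reach promoters.

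The paper states that an optimal set of peaks from the IDR step was chosen for each sample. The list of MSL1 in M1[WT] males, which has 1 replicate, holds no IDR columns.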

Other observations

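The test of copies of HAS was chosen only after the results were seen. Lists of equal length were set before the data were examined, but their use as a test of list length was chosen after. The other tests were set before their own results were seen.

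Of the 301 HAS, 13 had no peak in any of the 6 lists, and no HAS had a peak in females without one in males in at least 1 list. Reads shared between near-identical copies are a candidate explanation for part of the 13. A copy elsewhere in dm6, at 98% identity over 80% of the HAS with 500 bp on each side, was found for 6 of the 13 and for 1 of the other 288 (two-sided Fisher's exact test, p = 1.2e-08). At 95% and 90% identity, chosen after these values were seen, it was found for 9 of the 13, and for 1 and 2 of the other 288. The HAS list splits some sites into adjoining entries, and after joining HAS within 500 bp, 2 of 5 sites without a peak and 1 of the other 279 had a copy (Fisher's exact test, p = 0.00074). The remaining 3 joined sites, at 3702483, 4927579 and 10790537, are entries of 1 bp, named after their values were seen; no explanation was tested for them. A mapping filter on such reads is not described in the deposited lists, so whether the reads were removed is unknown.

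More HAS had a peak in males than in females for all 3 proteins, and the male lists are longer. With the 905 strongest peaks of each list the difference was 6.31 percentage points for MSL1, 16.3 for MSL2 and 22.6 for MSL3, all past the threshold in exact McNemar tests, which argues against list length as the whole cause. For MSL1 the difference was 19.6 percentage points with the full lists. For MSL3 it was 2.66 percentage points (exact McNemar p = 0.428) where the summit had to lie within 500 bp of the HAS centre. MSL3 peaks at HAS had a median width of 3703 bp in males and 1204 bp in females. The part that peak width plays was not tested. HAS with a male peak alone may be weaker sites that pass the peak threshold in males only. Their mean percentile in the male list differed from that of HAS with peaks in both sexes by -7.49 for MSL1 (91.1 against 98.6), -13.5 for MSL2 (80.7 against 94.3) and -7.85 for MSL3 (88.1 against 95.9), with a two-sided permutation p of 1e-05 for each, the smallest value the test can give. The IDR step, the transgenes and sex differ together between the lists, whose depth is unknown. M1[WT] males are homozygous for the MSL1 transgene, while M1[WT]+MSL2 females are heterozygous for it and carry an MSL2 transgene. A weaker binding in females stays open as an untested biological explanation, and sex cannot be told apart from transgene dose here.

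MSL1 and MSL3 peaks of females lay at the same autosomal promoters more often than independent placement gives. Promoters that any of the 3 antibodies picks up could give this. Among the 13998 autosomal promoters without an MSL2 peak, the odds ratio was 19.3 (two-sided Fisher's exact test, p = 2.4e-33; 40 with both), which argues against promoters shared by all 3 antibodies as the whole cause. Among the 642 with an MSL2 peak it was 8.06. Promoters that bind MSL2 below its peak threshold, and promoter activity itself, stay open, since expression was not used here. An IgG control shared by the MSL1 and MSL3 lists stays open too and was not tested.

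The paper divided its 220 regions into clusters 1 and 2 by binding in female lines. In the lists of M1[WT] males, all 133 regions of cluster 1 had a peak of each protein within 500 bp, and of the 87 regions of cluster 2, 85 had an MSL1 peak, 87 an MSL2 peak and 86 an MSL3 peak. The mean percentile of cluster 2 minus that of cluster 1 was -1.04 for MSL1 (two-sided permutation p = 0.496, adjusted 0.743), 2.52 for MSL2 (p = 0.00528, adjusted 0.0158) and -0.144 for MSL3 (p = 0.923, adjusted 0.923) in permutation tests, 3 comparisons. Regions without a peak entered at the bottom of the scale, below every peak, so the values for MSL1 and MSL3 are not means over peaks alone. The few such regions in cluster 2 can set the sign of these small differences. For MSL2 the means were 94.1 in cluster 1 and 96.6 in cluster 2. In M1[WT]+MSL2 females, an MSL1 peak lay within 500 bp of 95 of 133 regions of cluster 1 and of 82 of 87 regions of cluster 2.

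Among the 100 peaks with the highest −log10 p of each list, the number within 500 bp of a HAS was 63 for MSL1, 72 for MSL2 and 23 for MSL3 in females, and 79, 84 and 61 in males. The strongest MSL3 peak of females, from 3719414 to 3720541 on the X chromosome, is not at a HAS. Its summit lies 178 bp from a transcription start site of *Tlk*, and its fold enrichment is 41.2.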
